# Whole transcriptome characterization of the effects of dehydration and rehydration on *Cladonia rangiferina*, the grey reindeer lichen

**DOI:** 10.1186/1471-2164-14-870

**Published:** 2013-12-10

**Authors:** Sini Junttila, Asta Laiho, Attila Gyenesei, Stephen Rudd

**Keywords:** Lichen, Desiccation-tolerance, Gene expression, Microarray

## Abstract

**Background:**

Lichens are symbiotic organisms with a fungal and an algal or a cyanobacterial partner. Lichens inhabit some of the harshest climates on earth and most lichen species are desiccation-tolerant. Lichen desiccation-tolerance has been studied at the biochemical level and through proteomics, but the underlying molecular genetic mechanisms remain largely unexplored. The objective of our study was to examine the effects of dehydration and rehydration on the gene expression of *Cladonia rangiferina*.

**Results:**

Samples of *C. rangiferina* were collected at several time points during both the dehydration and rehydration process and the gene expression intensities were measured using a custom DNA microarray. Several genes, which were differentially expressed in one or more time points, were identified. The microarray results were validated using qRT-PCR analysis. Enrichment analysis of differentially expressed transcripts was also performed to identify the Gene Ontology terms most associated with the rehydration and dehydration process.

**Conclusions:**

Our data identify differential expression patterns for hundreds of genes that are modulated during dehydration and rehydration in *Cladonia rangiferina*. These dehydration and rehydration events clearly differ from each other at the molecular level and the largest changes to gene expression are observed within minutes following rehydration. Distinct changes are observed during the earliest stage of rehydration and the mechanisms not appear to be shared with the later stages of wetting or with drying. Several of the most differentially expressed genes are similar to genes identified in previous studies that have investigated the molecular mechanisms of other desiccation-tolerant organisms. We present here the first microarray experiment for any lichen species and have for the first time studied the genetic mechanisms behind lichen desiccation-tolerance at the whole transcriptome level.

## Background

Lichens are symbiotic organisms, which are composed of a fungal (mycobiont) and an algal or a cyanobacterial (photobiont) partner [1]. The fungus is the dominant partner in this symbiosis and provides the algae an optimised space for photosynthesis within the lichen thallus. About 8% of the terrestrial ecosystems are lichen-dominated [2] and lichens live in some of the harshest climates on earth. Lichens are poikilohydric organisms and are unable to actively control the water levels within their thallus. Lichens experience frequent drying and wetting cycles, and they can survive long periods of desiccation in an anhydrobiotic state e.g. when growing on exposed rocks, tombstones and trees. Lichens can also tolerate this desiccation better than either of the isolated symbiotic partners alone [3]. Once lichen is rehydrated, photosynthesis resumes rapidly, typically within minutes [4].

The desiccation tolerance and rapid re-establishment of photosynthesis have been studied at the biochemical level and through proteomics [5-11], but the molecular genetics and functional mechanisms behind these lichen-specific traits remain largely unexplored. The protection against reactive oxygen species (ROS) during desiccation and the subsequent restoration of antioxidant pools during rehydration have been previously investigated using detailed enzymatic assays [12]. Revealing the genetic mechanisms used by lichens to survive long periods of drought could have applications for crop plant development.

*Cladonia rangiferina* (L.) Weber ex F.H.Wigg, the grey reindeer lichen, is a fruticose lichen of the northern European and Arctic regions. It consists of a fungal partner (*C. rangiferina*) and an algal partner (*Asterochloris* sp.), and has been used as our model organism because of its abundance in southern Finland. Our previous investigation of lichen expressed sequence tags [13] identified a number of contig consensus sequences that were annotated using Gene Ontology. These analyses identified candidate actors within the anhydrobiosis systems and established the most basic of genomic foundations required for further molecular genetic analysis of the grey reindeer lichen.

Gene expression studies have previously been used to address the molecular interactions and mechanisms that underlie the broadest range of biological processes that include drought resistance [14] and tolerance [15-17] in addition to the characterization of the molecular interface between other candidate mutualisms [18] and controlled parasitisms. Gene expression profiling may be performed by targeted approaches such as qPCR or *in situ* hybridization or may be performed using more comprehensive genome scale approaches that include the DNA microarray [19] or RNA-Seq [20,21]. A few research studies have been performed that investigate lichen gene expression. Expression has been studied using the more targeted methods of *in situ* hybridization [22,23] and qPCR [24,25]. However, no large or genome scale approaches to study lichen gene expression have yet been published.

We have used the DNA sequence data from our previous investigation of the lichen transcriptome [13] to design a custom DNA microarray for *C. rangiferina* (including probes from both the *Asterochloris* and *Cladonia* partners) in order to identify the transcripts that are expressed in the lichen thallus during dehydration and rehydration. The earlier transcriptome sequences were prepared to sample the gene space and the normalized cDNA libraries were not appropriate for quantitative studies. The aim of this study was to identify the genes most differentially expressed during the rehydration and drying processes and also to establish a more integrative view of the molecular players that contribute to the processes required for lichen desiccation tolerance and the rapid re-establishment of photosynthesis through functional annotation.

## Results

### Sample preparation

Lichen tissues collected from wild were subjected to a rehydration and desiccation regime. Thallus tissue was sampled at 15 minutes, 30 minutes, 1 hour and 3 hours following rehydration and 1 hour, 3 hours, 6 hours and 24 hours after the commencement of drying. 

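Each of the 8 sample groups was sampled as 3 replicates, which gave 24 samples with 1 array each. The groups taken during wetting are W15m, W30m and W1h, named after their minutes or hours of wetting, and Wet, sampled at 3 hours. The groups taken during the drying that followed the 3 hours of wetting are D1h, D3h and D6h, named in the same way, and Dry, sampled at 24 hours. Total RNA of each sample was amplified, labelled with Cy3 and hybridized to a custom Agilent microarray, without a second sample on the same array. The 24 arrays lay on 6 slides and were scanned in 2 sessions, and D1h alone has arrays from both sessions. Feature Extraction 10.5.1.1 gave for each spot a processed signal, which is the spot's intensity after the background is subtracted and its spatial trend removed, with a substitute value for a spot too dim to measure. It also marked the spots that were well above background. The authors quantile normalized the signals, which gives every array the same distribution of values, and tested them with limma. Here the deposited processed signals of the non-control spots were taken to the log2 scale and quantile normalized, spots marked as outliers by the scanner software were left out, and the spots of each probe were averaged. A linear model with the 8 groups as its factor was then fitted to all 24 arrays with limma, which moderates each probe's variance with that of all probes. The other groups were compared with Dry and with Wet, and p values were adjusted with the Benjamini-Hochberg false discovery rate (FDR). The levels are log2 values, and errors of group means are standard deviations over 3 arrays. Where a probe was not well above background on any array of the dimmer group, the fold change is a lower bound, written as at least N-fold. It is the bright group's mean against the dim group's mean of, per array, the higher of the lowest well-above-background signal and the probe's own signal. The number of arrays limits the precision of all values, since each group has 3.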

The sample that had been wetting for three hours was considered the wet sample and the sample that had been drying for 24 hours was considered the dry sample. The relative water content (RWC) of the samples was measured during the sample collection. The RWC of the samples during wetting was 13% at 15 minutes, 30.9% at 30 minutes, 62.1% at one hour and 100% at three hours. The RWC of the samples during drying was 45.3% at one hour, 5.7% at three hours, 0% at six hours and 0% at 24 hours. The experimental design is illustrated in Figure 1 and the sample groups and the abbreviations used in this study are summarized in Table 1.

**Figure 1:**
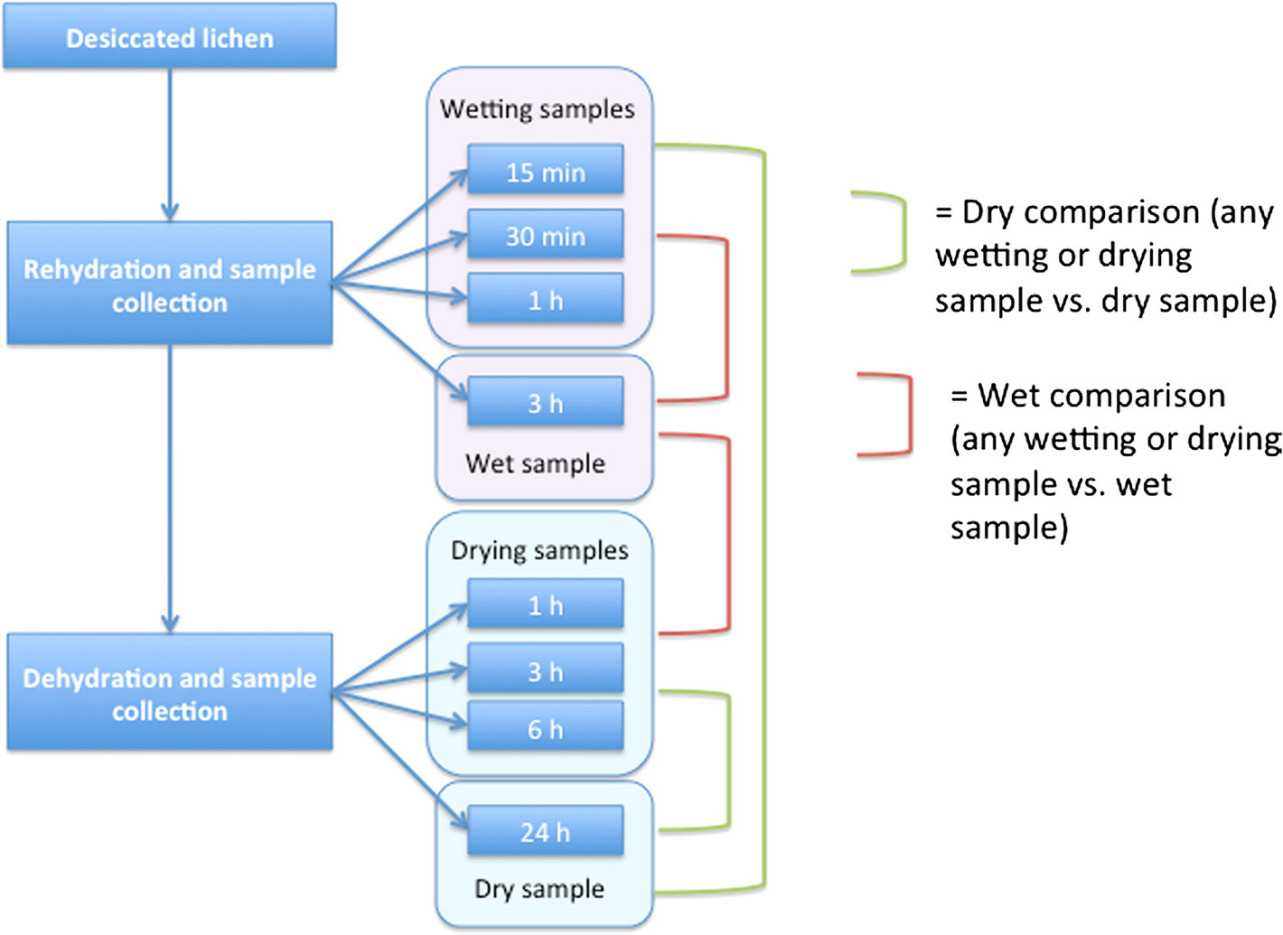
**The experimental procedure and sample set up.** Flowchart illustrating sample set up, the naming of the samples and the different comparisons between the sample groups.

**Table 1:** The sample groups and their abbreviations used in the text

**Sample group name**	**Condition**
W15m	Wetted for 15 min
W30m	Wetted for 30 min
W1h	Wetted for 1 h
Wet	Wetted for 3 hrs
D1h	Air-dried for 1 h
D3h	Air-dried for 3 hrs
D6h	Air-dried for 6 hrs
Dry	Air-dried for 24 hrs

### Lichen oligonucleotide microarray design

Clustered and assembled lichen unigene sequences from deep sequencing and Sanger sequencing data were used to design oligonucleotide probes for the manufacture of a custom DNA microarray. Two oligonucleotide probes were designed for each of the long sequences (arbitrarily defined as ≥ 450 nt) in order to enable the detection of potentially different isoforms of the transcripts. 

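The array held 42341 spots, of which 1417 were controls. The remaining 40924 spots carried 40753 different probes, because 19 probes were spotted 10 times each. The probe names belong to 30701 transcripts, of which 20666 (67.3%) had 1 probe, 10022 had 2 and 13 had more. A transcript with 2 probes is thus measured by both, and a DE transcript in the counts for each comparison is a probe.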

For the sequences shorter than 450 nt (66.1%) a single oligonucleotide probe was designed.

### Data quality control

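The median processed signal of the non-control spots ranged from 50.4 to 145 over the 24 arrays. It was 50.4, 62.8 and 83.0 on the Dry arrays and 136, 144 and 145 on the D1h arrays. On the W15m arrays the median signal was 133, 138 and 139. Between 74.68% of the non-control spots, on a Dry array, and 84.25%, on a W30m array, were well above background. No non-control spot was saturated on any array, and between 13 and 120 spots per array were marked as outliers.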

The distribution of the probe signal intensities from the microarrays was investigated for equivalence through review of box plots (data not shown). Principal component analysis (PCA) of the samples was performed to evaluate group clustering and candidate outlying samples (Additional file 1). 

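A PCA of the quantile-normalized log2 values of 40040 probes placed 28.7% of the variance on the first component, 22.5% on the second and 16.6% on the third. On the first component, the Wet arrays lay between -156 and -147 and the D6h arrays between 139 and 162. On the second component, the W15m arrays lay between -240 and -220, and the lowest of the other arrays, a W30m array, at -17.9. The Dry arrays had the highest values on the third component, between 153 and 175.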

The data appeared to be of satisfactory quality and no replicates were removed from the analysis. 

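For all arrays but 3, the array with the highest correlation of log2 values belonged to the same sample group. D3h replicate 2 had its highest correlation with D6h replicate 2 (r = 0.987 across probes), and at most 0.954 with its own group. D6h replicate 1 was closest to D3h replicate 3 (0.988), and reached at most 0.971 within D6h. The third was W30m replicate 1, with 0.9871 to W1h replicate 3 and 0.9825 at most to its own group. These arrays were kept here as well.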

Of the 41,000 probes designed, an average log2 signal intensity of over 1 was observed for 29,076 of the transcripts in one or more experimental conditions. This shows that the design includes a significant number of genes that are expressed.

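A group mean above 1 on the log2 scale was found for 40271 of the 40753 probes (98.8%) in at least 1 of the 8 groups. By the scanner software's own criterion, 35179 probes were well above background on every array of at least 1 group. The lowest count was obtained when transcripts were counted by this criterion, an alternative chosen after seeing the data, which gave 26508 of 30701 (86.3%).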

The quality of the samples and the sample relations were further investigated using correlation analysis and clustering using Pearson’s metrics (Additional file 1). 

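Pearson's correlation across probes was computed for all 276 pairs of arrays. On the log2 scale it ranged from 0.876 to 0.996, and on the linear scale of the normalized signals, a setting chosen after the log2 values had been seen, from 0.772 to 0.994. The mean of the 3 pairs within a group ranged from 0.965 in D3h to 0.993 in D1h on the log2 scale, and from 0.947 to 0.988 in the same groups on the linear scale.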

The between sample correlation values varied between 0.775 and 0.994, whereas the within sample group correlation values were between 0.943 and 0.988 (Additional file 1). This illustrates a high reproducibility between the biological replicates.

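The 24 pairs of arrays from the same group had a mean correlation of 0.983 (SD 0.0126) on the log2 scale, and the pairs from different groups had a mean of 0.930 (SD 0.0243). The difference of 0.0532 was larger than in any of 100000 random assignments of the arrays to groups (one-sided permutation test, p = 1e-05, the smallest these permutations can give). Arrays from different groups that shared a slide (20 pairs) had a mean correlation of 0.9327, against 0.9298 for 232 such pairs on different slides. The lowest within-group value, 0.952, was found in D3h.

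**Figure D1:**
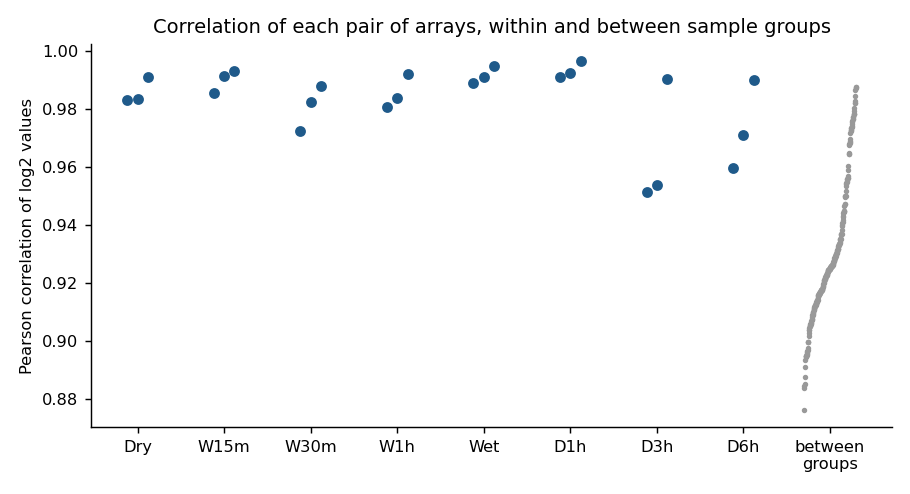
Pearson correlation across probes of the log2 values of each pair of arrays. Blue points are the 3 pairs within each sample group and grey points the pairs between groups, which lie between 0.876 and 0.988.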

### qRT-PCR validation

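The transcript cr_lrc491 has 2 probes on the array, both well above background on all 24 arrays. The group means of the first lay between 14.25 ± 0.12 in W15m and 14.71 ± 0.12 in Wet, a range of 0.46. Those of the second ranged over 1.54, from 12.76 ± 0.16 in W15m to 14.30 ± 0.21 in Dry. Of the 26942 probes that were well above background on all arrays, 10% had a range of group means below 0.78, the median range was 1.56, and 5474 (20.3%) stayed within 2-fold. The first probe of cr_lrc491 fell by 0.33 in W15m vs. Dry (SE 0.117, FDR = 0.0261 from limma, 0.00015 to 0.294 over the alternatives), and did not pass an FDR of 0.05 with the scan session as a block, in a fit to the 2 groups alone or without Dry replicate 1 or 2 or W15m replicate 1 or 2. Scaling the arrays to the spike-in probes gave 0.87, but moved the median of all probes in that comparison to 1.188 from -0.034.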

The transcript identified as *cr_lrc491* was chosen as the endogenous control in the qRT-PCR analysis because it demonstrated similar signal-intensity values across all of the samples, and demonstrated suitability as a control gene. 

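The transcripts cr_DMini_2305E01, cr_lrc5, cr_c3825, cr_c4168 and cr_DMini_673H04 were well above background on all 24 arrays, except for the assayed probe of cr_c3825, which was so on 22. Group means of the assayed probe ranged over 0.67 for cr_DMini_2305E01 and over 0.49 for cr_c4168, and those of the 2 probes of cr_DMini_673H04 over 0.50 and 0.84. The second probe of cr_DMini_2305E01 ranged over 2.26, from 8.9 in W15m to 11.2 in Wet, and that of cr_c4168 over 0.58. Group means of the assayed probe of cr_lrc5 ranged over 3.07, from 14.69 ± 1.31 in D6h to 17.77 ± 0.12 in Dry. The second probe of cr_lrc5 ranged over 3.24. The assayed probe of cr_c3825 fell from 15.40 ± 0.18 in Dry to 7.62 ± 0.74 in W1h, and was well above background on only 1 of the 3 arrays in D1h. Its second probe, measured on all arrays, ranged over 9.64, from 15.72 ± 0.17 in Dry to 6.08 ± 0.25 in D1h.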

Five other transcripts selected for the qRT-PCR validation (*cr_DMini_2305E01, cr_lrc5, cr_c3825, cr_c4168 and cr_DMini_673H04*) also had steady intensity values across the samples. The transcripts *cr_lrc323, cr_c10766, cr_c15269* and *cr_lrc282* had different expression levels between the samples. 

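Group means of cr_lrc323 ranged over 0.55, from 8.86 ± 0.22 in D1h to 9.42 ± 0.46 in Wet, and the lowest FDR against Dry was 0.284. Of the alternatives, only scaling to the spike-in probes gave it an FDR below 0.05. Those of cr_c10766 ranged over 1.63, with 13.07 ± 1.52 in D3h and 14.70 ± 0.23 in W15m, with FDRs against Dry of 0.191 or more in the fit to all 24 arrays, which includes the spread of D3h and D6h. In a fit to the 2 groups alone, the FDR of cr_c10766 in W15m vs. Dry was 0.00647 (0.00141 to 0.528 over the alternatives). The same fit gave 0.0224 in Wet vs. Dry (0.0181 to 0.944) and 0.0418 in D1h vs. Dry (0.0143 to 0.884). The widest range, 4.50, was that of cr_c15269, from 9.94 ± 3.35 in D3h to 14.44 ± 0.10 in W15m. Its replicates also varied in D6h (11.38 ± 3.84), and the lowest FDR against Dry was 0.0966, in D3h, or 0.00366 when D3h replicate 2 was left out (0.00366 to 0.78 over the alternatives). In a fit to the 2 groups alone, the FDR of cr_c15269 was 0.000421 in W15m vs. Dry, 0.00208 in D1h vs. Dry and 0.00501 in W30m vs. Dry, the lowest over the alternatives, which reached 0.804, 0.909 and 0.917. The 2 probes of cr_lrc282 were lowest in W15m and highest in W30m, with means of 12.23 ± 0.91 and 14.93 ± 0.05 for the first.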

Three of the designed assays failed in the qRT-PCR validations. 

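The first probe of cr_c18326 was well above background on all 24 arrays, and its group means lay between 4.50 ± 0.27 and 5.82 ± 0.31 in all groups except W15m, where the mean was 9.71 ± 0.39. The second probe was well above background on 20 arrays and reached 10.09 ± 0.41 in W15m.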

Transcript *cr_c18326* had low intensity levels in all samples and thus probably failed. The amplicon designed in the assay for *cr_DMini_673H04* was 110 bp in length whereas for the other assays the amplicons were 60–70 bp. This could be the reason for the assays failure. The third failed assay was *cr_lrc282*.

The microarray and qRT-PCR results corresponded well (Figure 2) with 91.1% of the measurements giving similar results with both methods. 

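The paper's Additional file 2 gives relative quantities for 8 assays in the 7 groups other than Dry, which makes 56 measurements. The array value for each is the log2 fold change against Dry of the assay's probe. Both methods gave the same sign in 46 of the 56 (82.1%), and the values lay within 2-fold of each other in 43 (76.8%), with both true of 37. Scaling the arrays to the spike-in probes lowered the last count most, to 19. Of the 10 measurements with opposite signs, 8 were changes of less than 2-fold by both methods, and in none did both exceed 2-fold. All 7 measurements of Cr_c4168 and of Cr_DMini2305E01 had the same sign and lay within 2-fold. Cr_lrc5 had the same sign in all 7, but lay within 2-fold in only 2, with -0.36 (SE 0.45) on the array and -2.17 ± 0.48 by qRT-PCR in W1h, for example. Cr_c3825 in W30m gave -6.10 (SE 0.78) on the array and 0.08 ± 0.53 by qRT-PCR.

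**Figure D2:**
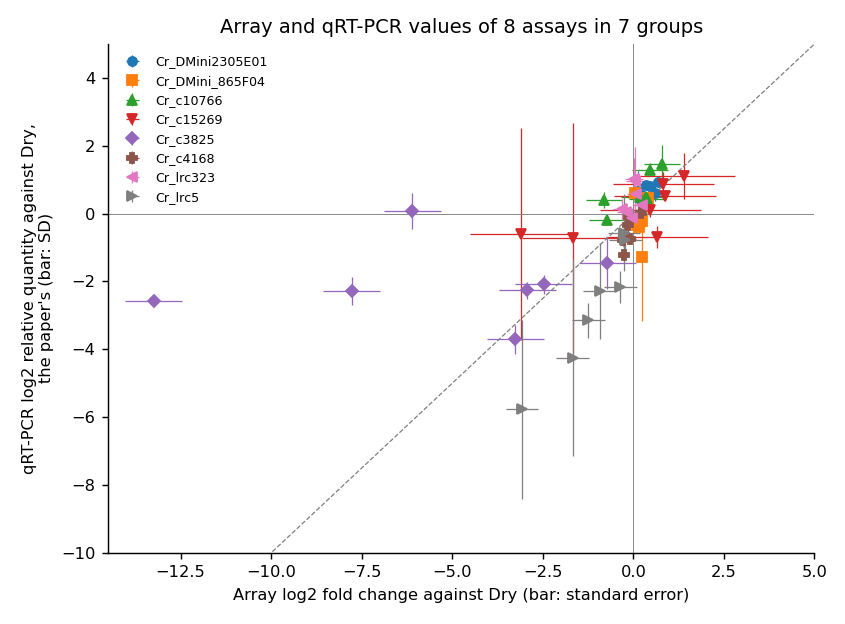
Log2 fold change against Dry on the array (x axis, bars are standard errors) and log2 relative quantity by qRT-PCR (y axis, the paper's values, bars are SD) for 8 assays in 7 groups. Points on the dashed line have equal values, and Cr_c3825 in D1h, W30m and W1h lies farthest from it.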

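On the log2 scale, the SD of the relative quantities in the paper's Additional file 2 had a median of 0.30 and exceeded 1 for 8 of the 56 measurements. The highest were those of Cr_c15269 in D6h (3.40) and D3h (3.13) and of Cr_lrc5 in D3h (2.90) and D6h (2.64). The arrays of the same 2 groups were also the most spread, with a mean distance between replicates of 205.4 in D3h and 181.2 in D6h, against 92.4 in D1h.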

The relative quantitation values of some transcripts varied significantly between the samples in some sample groups in the qRT-PCR analysis (Additional file 2).

**Figure 2:**
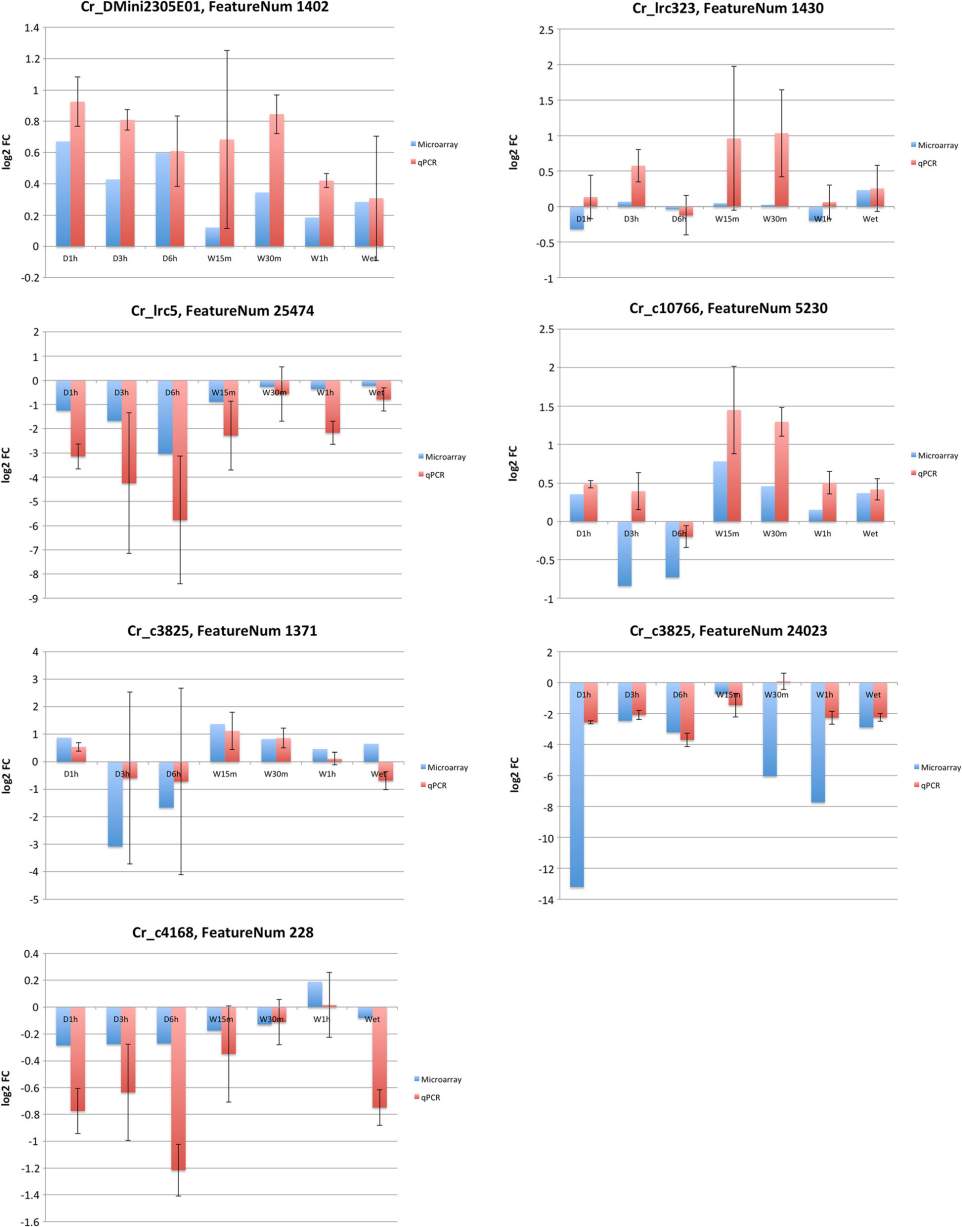
**The validation of the microarray results using quantitative real-time RT-PCR.** The qRT-PCR values are the mean of four replicate measurements of each of the three samples in the sample group. The microarray values are obtained from linear modelling results, which are calculated from the average expression intensities of the three replicates in each sample group, and therefore variance values are not available. Both microarray and qRT-PCR results are compared to the Dry sample group.

### Annotation

The microarray design includes 40,924 oligonucleotide probes for analysis of gene expression in lichen samples. Since *C. rangiferina* is a symbiotic organism it is composed of both fungal and algal partners and the probes on the DNA microarray may represent either fungal or algal genes. The genome of origin for the lichen EST sequences used in the microarray probe design was predicted using Eclat [26]. 29.6% of the EST sequences used in the microarray probe design are predicted to be of algal origin while the remaining 70.4% are predicted to be fungal sequences. The classification is included in the annotation of the full differentially expressed gene lists available as Additional files 3, 4, 5, 6, 7, 8, 9, 10, 11, 12, 13, 14, 15.

Since no lichen reference genome has yet been published, an annotation of the transcript sequences was performed using a BLASTX homology-based approach. Annotation could not be assigned to 15,816 probes (38.6%) because their target sequences did not demonstrate a BLAST match exceeding the required statistical threshold of 1e-3. 13,852 (33.9%) transcript sequences corresponded to NCBI non-redundant database entries annotated as “conserved hypothetical proteins”, “hypothetical proteins” or “predicted proteins”. 27.5% of transcript sequences could be assigned to an unambiguous and natively annotated reference protein.

### Differentially expressed transcripts

The thresholds for assigning differentially expressed (DE) transcripts from either the mycobiont and photobiont were selected from the plotted volcano plots and heat maps (Additional files 16 and 17). 

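The 32-fold threshold (log2 fold change of 5) with an FDR of 0.001 was applied to the W15m, D3h and D6h comparisons and to W30m and W1h against Dry. For Wet vs. Dry and for D1h, the log2 fold change was 4 at the same FDR. It was 3 for W30m vs. Wet, with an FDR of 0.01, and for W1h vs. Wet, with an unadjusted p value of 0.001. With the log2 threshold of 5 and FDR of 0.001 in all comparisons, limma called 184 probes in W30m vs. Wet, 37 in W1h vs. Wet, 381 in Wet vs. Dry and 603 in D1h vs. Wet. At an FDR of 0.05 without a fold change threshold, the counts ran from 5845 in W1h vs. Wet to 21468 in W15m vs. Dry.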

The numbers of DE transcripts in the different comparisons are shown in Table 2. The full DE transcript lists for each comparison are available as Additional files 3, 4, 5, 6, 7, 8, 9, 10, 11, 12, 13, 14, 15.

**Table 2:** Filtering parameters for all comparisons and the amount of differentially expressed transcripts

**Comparison**	**FC**	**logFC**	**P type**	**P**	**Total**	**Up**	**Down**
W15m vs. dry	32	5	FDR	0.001	1108	531	577
W15m vs. wet	32	5	FDR	0.001	931	348	583
W30m vs. dry	32	5	FDR	0.001	572	442	130
W30m vs. wet	8	3	FDR	0.01	560	402	158
W1h vs. dry	32	5	FDR	0.001	595	398	197
W1h vs. wet	8	3	P value	0.001	162	80	82
Wet vs. dry	16	4	FDR	0.001	675	589	86
D1h vs. dry	16	4	FDR	0.001	980	599	381
D1h vs. wet	16	4	FDR	0.001	919	393	526
D3h vs. dry	32	5	FDR	0.001	645	430	215
D3h vs. wet	32	5	FDR	0.001	614	266	348
D6h vs. dry	32	5	FDR	0.001	663	462	201
D6h vs. wet	32	5	FDR	0.001	624	317	307

FC = fold change, logFC = 2-logarithmic fold change, P = p value, FDR = false discovery rate, Total = total amount of differently expressed transcripts, Up = amount of up-regulated transcripts, Down = amount of down-regulated transcripts.

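With these thresholds, limma called 1109 probes in W15m vs. Dry and 928 in W15m vs. Wet. Against Dry, it called 565 probes in W30m, 591 in W1h, 676 in Wet, 978 in D1h, 642 in D3h and 667 in D6h. Against Wet, the counts were 560 in W30m, 160 in W1h, 921 in D1h, 615 in D3h and 627 in D6h. Many of these probes were dim in one of the groups, and between 22.6% of the calls, in D3h vs. Dry, and 43.8%, in W30m vs. Wet, were well above background on every array of both groups. Among the other ways of processing the signals with the thresholds kept, background correction with limma's normexp method lowered the counts most, to 350 in W15m vs. Dry and 38 in W1h vs. Wet. For 5455 calls the transcript had a second probe, and it changed at least 2-fold in the same direction in 4912 of them (90.0%), and in 1090 (66.7%) of the 1633 whose second probe was not itself called in that direction. Probes drawn at random did so in 18.3% (permutation test, p = 1e-04, the smallest that 10000 draws can give).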

The number of the differentially expressed transcripts differs between the comparisons; W1h vs. Wet shows only 162 DE transcripts while W15m vs. Dry comparison yielded 1,108 DE transcripts. Also the ratio of up- and down-regulated transcripts varies from comparison to comparison. 

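The share of called probes that were up-regulated ranged from 37.7% in W15m vs. Wet (350 up, 578 down) to 87.4% in Wet vs. Dry. In W15m vs. Dry, 533 were up and 576 down (48.1%). In the other comparisons with Dry, up-regulated probes made up 77.2% in W30m, 67.2% in W1h, 61.5% in D1h, 66.8% in D3h and 69.9% in D6h. In the comparisons with Wet, they made up 71.6% in W30m, 42.8% in D1h, 43.6% in D3h and 50.7% in D6h. The split moved with the scaling of the arrays and with the model: with scaling to the spike-in probes, 71.3% were up in W15m vs. Dry and 30.5% in D6h vs. Wet. With the scan session as a block, 45.6% were up in W30m vs. Wet and 31.4% in D6h vs. Wet, and in a fit to the 2 groups alone, 58.2% in W30m vs. Wet and 46.4% in D3h vs. Dry.

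**Figure D3:**
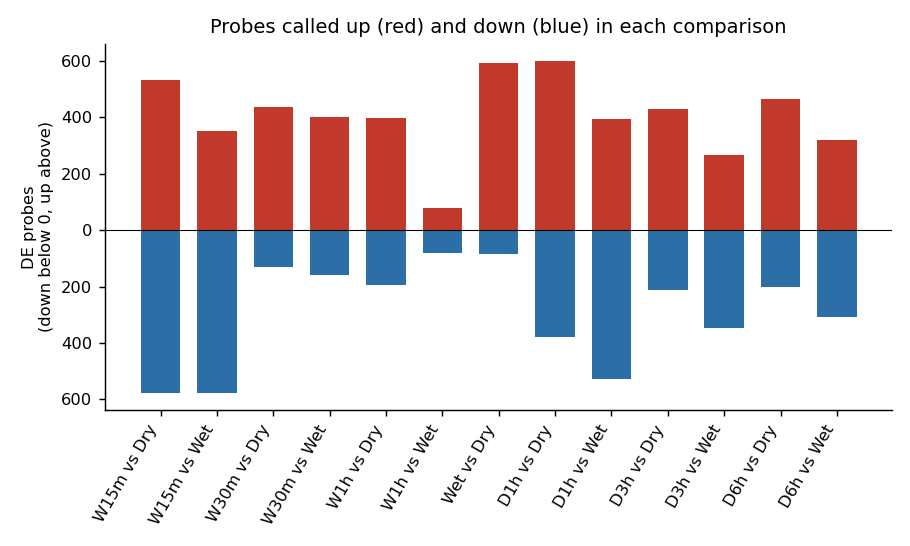
Number of probes called up-regulated (red bars, above 0) and down-regulated (blue bars, below 0) by limma at the paper's thresholds in each of the 13 comparisons. The bars run from 78 up and 82 down in W1h vs. Wet to 533 up and 576 down in W15m vs. Dry.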

The W1h vs. Wet comparison reveals an even distribution where approximately half of the DE transcripts are up-regulated. 

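Of the 160 probes called in W1h vs. Wet, 78 were up-regulated and 82 down-regulated. The total rested on single arrays: it was 283 without W1h replicate 2 and 106 without W1h replicate 3. A fit to the 6 arrays of these 2 groups alone called 73 probes, with 12.3% up-regulated. With the slide as a random block, 61.3% of the calls were up-regulated.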

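In Wet vs. Dry, 591 probes were called up-regulated and 85 down-regulated, and leaving out 1 array at a time gave totals between 562 and 693. Scaling to the spike-in probes raised the total to 1507, with 99.9% up-regulated. Of the called probes that were measured on every array of both groups, a probe of Cr_WMidi_8449A11 rose most, by 8.44 (SE 1.031, FDR = 3.25e-06), followed by another probe of that transcript and by c4812, which rose from 5.55 ± 0.88 to 13.26 ± 0.15 (log2 fold change 7.72, FDR = 7.6e-09). The largest decreases were those of c4140, which fell by 4.75 (SE 0.533, FDR = 1.29e-06), and c1252, which fell by 4.73 (SE 0.837, FDR = 0.000149).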

Wet vs. Dry comparison suggests 589 up-regulated transcripts and only 86 down-regulated transcripts.

The DE transcripts from each comparison were compared to one another to find out the number of transcripts that the comparisons have in common (Additional file 18). 

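The lists of D3h and D6h shared the largest part of the shorter list. D3h vs. Dry and D6h vs. Dry had 598 called probes in common with the same direction, which is 93.1% of the shorter list, and D3h vs. Wet and D6h vs. Wet had 536 (87.2%). W30m vs. Dry and W1h vs. Dry shared 406 (71.9%), and W15m vs. Dry and W15m vs. Wet shared 606 (65.3%), the largest number.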

Uniformity of expressed transcripts is observed across both Dry and Wet comparisons, and across the wetting and drying sample groups with the exception of group W15m.

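Among the pairs of comparisons of W15m, W30m, W1h, D1h, D3h and D6h with Dry, the 10 without W15m had a median of 384 shared called probes, or 63.3% of the shorter list, and the 5 with W15m a median of 321, or 50.0%. For the comparisons of the same groups with Wet, the medians were 205 (58.4%) without W15m and 261 (42.1%) with it. The median correlation across probes of the log2 fold changes, for which probes are not independent replicates, was 0.692 without W15m and 0.561 with it for Dry, and 0.637 and 0.494 for Wet. Pairs of groups simulated without any change, 20 for each reference, had at most 5 shared called probes. Their median correlations, 0.4995 for Dry and 0.5025 for Wet, were set by construction through the simulated error of the shared reference. The correlations of the real groups therefore cannot be judged against them. Across all 7 comparisons with Dry, 98 probes were called up and 7 down, and across all 6 with Wet, 25 were called up and 20 down.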

The most differentially expressed transcripts do not have clear sequence orthologues or show sequence similarity to only hypothetical proteins. An analysis of the DE transcripts was performed using only the top DE transcripts with annotation derived from primary annotation sources rather than passaged secondary annotations (Table 3). 

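The gene annotated as CaaX farnesyltransferase alpha subunit (c2295) had a level of 3.83 ± 0.56 in Wet and 4.32 ± 1.05 in Dry, where 1 of the 3 arrays was well above background. It was 12.62 ± 0.36 in W15m, 11.14 ± 1.56 in W30m, 8.52 ± 2.49 in W1h and 12.60 ± 0.15 in D1h. The log2 fold change was 8.79 in W15m vs. Wet (SE 0.903, FDR = 4.62e-07) and 7.31 in W30m vs. Wet (FDR = 3.33e-05). Wet and Dry differed by less than the error (-0.49, FDR = 0.698). The gene was called up-regulated in all comparisons except Wet vs. Dry and W1h vs. Dry. With the scan session as a block, its log2 fold change in W1h vs. Wet was 4.43, with an FDR above 0.05. The U5 snRNP component was called in the 6 comparisons of D1h, D3h and D6h, and the nuclear pore complex subunit Nup192, the Swr1p complex component and the cytochrome P450 family protein in all 7 comparisons with Dry and in none with Wet.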

The most common up-regulated genes were CaaX farnesyltransferase alpha subunit, U5 snRNP component, nuclear pore complex subunit Nup192, Swr1p complex component and cytochrome P450 family protein. 

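Nitrite reductase (lrc818) had a level of 16.04 ± 0.09 in Dry, 13.00 ± 1.02 in Wet, 14.42 ± 2.17 in D3h and 13.60 ± 1.07 in D6h, and was not well above background on any array of D1h, W15m or W30m. It was at least 1020-fold lower in W30m than in Wet (FDR = 1.44e-08 from limma). Without D3h replicate 2, its log2 fold change in D3h vs. Wet rose from 1.42 to 2.67. Siroheme synthase (lrc783) had 12.23 ± 0.31 in Dry and 8.58 ± 1.07 in Wet and was at least 43.1-fold lower in W1h than in Wet (FDR = 6.29e-07). The second probe of this transcript fell less, with a log2 fold change of -0.88 in W1h vs. Wet (SE 0.302, FDR = 0.0601), and passed an FDR of 0.05 with 75th percentile or spike-in scaling, normexp or the slide as a random block. Heat shock protein HSP98 was called down-regulated in W30m vs. Wet and in the D1h, D3h and D6h comparisons with Wet, and the ion channel in all 13 comparisons.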

The most common down-regulated genes on the other hand were heat shock protein HSP98, ion channel, nitrite reductase and siroheme synthase.

**Table 3:** The top five annotated genes for each comparison

**Wetting sample groups vs. wet**								
**Annotation**	Up W15m vs. wet	Down W15m vs. wet		Up W30m vs. wet	Down W30m vs. wet	Up W1h vs. wet		Down W1h vs. wet
	Short-chain dehydrogenase, putative, F	Aspartic-type endopeptidase, putative, F		Short-chain dehydrogenase, putative, F	Nitrite reductase, F	CaaX farnesyltransferase alpha subunit, F		Nitrite reductase, F
	Mitochondrial molecular chaperone, F	Enoyl-acyl-carrier-proteinreductase 1, F		CaaX farnesyltransferase alpha subunit, F	30 kDa heat shock protein, F	Beta-glucosidase, putative, F		30 kDa heat shock protein, F
	Alcohol dehydrogenase, F	NEDD8 conjugating enzyme, F		Mitochondrial molecular chaperone, F	Ion channel, F	Non-classical export protein Nce102, putative, F		Siroheme synthase, putative, F
	PaaI thioesterase family protein, putative, F	DNA-directed RNA polymerase II subunit, F		Beta-glucosidase, putative, F	Hsp98/Hsp104/ClpA, putative, F	40S ribosomal protein, A		Ion channel, F
	Membrane-spanning ATPase, F	Eukaryotic translation initiation factor 3, F		Alcohol dehydrogenase, F	Hsp98, F	Vesicle coat complex COPII, subunit Sec24 family protein, F		DNA binding protein SART-1, F
**Wetting sample groups vs. dry**								
**Annotation**	Up W15m vs. dry	Down W15m vs. dry	Up W30m vs. dry	Down W30m vs. dry	Up W1h vs. Dry	Down W1h vs. dry	Up Wet vs. dry	Down Wet vs. dry
	Short-chain dehydrogenase, putative, F	Enoyl-acyl-carrier-proteinreductase 1, F	Nuclear pore complex subunit Nup192, putative, F	Ion channel, F	Nuclear pore, complex Nup192, putative, F	Ion channel, F	DNA-directed RNA polymerase, F	Ion channel, F
	Nuclear pore complex subunit Nup192, putative, F	Aspartic-type endopeptidase, putative, F	Riboflavin aldehyde-forming enzyme, F	Nitrite reductase, F	Swr1p complex component, F	Nitrite reductase, F	Cytochrome P450 family protein, F	Imidazole glycerol phosphate synthase, A
	Mitochondrial molecular chaperone, F	NEDD8 conjugating enzyme, F	DNA-directed RNA polymerase, F	30 kDa heat shock protein, F	Riboflavin aldehyde-forming enzyme, F	Siroheme synthase, putative, F	Karyopherin, F	26S protease regulatory subunit, A
	PaaI thioesterase family protein, putative, F	Eukaryotic translation initiation factor 3, F	Cytochrome P450 family protein, F	Siroheme synthase, putative, F	Cytochrome P450 family protein, F	30 kDa heat shock protein, F	Swr1p complex component, F	40S ribosomal protein, A
	Alcohol dehydrogenase, F	DNA-directed RNA polymerase II subunit, F	Swr1p complex component, F	Copia-type polyprotein, F	DDHD domain protein, F	Imidazole glycerol phosphate synthase, A	Riboflavin aldehyde-forming enzyme, F	Molecular chaperone, F
**Drying sample groups vs. dry**								
**Annotation**	Up D1h vs. dry	Down D1h vs. dry		Up D3h vs. dry		Down D3h vs. dry	Up D6h vs. dry	Down D6h vs. dry
	Nuclear pore complex subunit Nup192, putative, F	Ion channel, F		Nuclear pore complex subunit Nup192, putative, F		Ion channel, F	Nuclear pore complex subunit Nup192, putative, F	Ion channel, F
	UDP-glucose 4-epimerase, F	Nitrite reductase, F		T-complex protein 1, gamma subunit, F		Amino acid permease, putative, F	Phospholipase, F	Siroheme synthase, putative, F
	Karyopherin, F	Siroheme synthase, putative, F		Phospholipase, F		Siroheme synthase, putative, F	DDHD domain protein, F	Siroheme synthase, F
	Swr1p complex component, F	Siroheme synthase, F		Swr1p complex component, F		Translation initiation regulator, putative, F	T-complex protein 1, gamma subunit, F	Amino acid permease, putative, F
	Cytochrome P450 family protein, F	Siroheme synthase, N-terminal domain containing protein, F		DDHD domain protein, F		Cation-transporting ATPase, F	Cytochrome P450 family protein, F	Cation-transporting ATPase, F
**Drying sample groups vs. wet**								
**Annotation**	Up D1h vs. Wet	Down D1h vs. Wet		Up D3h vs. Wet		Down D3h vs. Wet	Up D6h vs. Wet	Down D6h vs. Wet
	Dynamin GTPase, A	Nitrite reductase, F		Phospholipase, F		Cation-transporting ATPase, F	Phospholipase, F	Cation-transporting ATPase, F
	Major royal jelly protein, F	Siroheme synthase, N-terminal domain containing protein, F		Mitochondrial carrier protein, putative, F		Translation initiation regulator, putative, F	Mitochondrial carrier protein, putative, F	Hsp98, F
	CaaX farnesyltransferase alpha subunit, F	Hsp98, F		Nitrogen metabolite repression regulator, F		Hsp98, F	Benzoate 4-monooxygenase cytochrome P450, F	Ferric reductase NAD binding domain containing protein, A
	U5 snRNP component, putative, F	Translation initiation factor IF-2, F		U5 snRNP component, putative, F		Ferric reductase NAD binding domain containing protein, A	MFS monosaccharide transporter, putative, F	bZIP transcription factor HacA, F
	Vesicle coat complex COPII, subunit Sec24 family protein, putative, F	Ion channel, F		MFS monosaccharide transporter, putative, F		Polyketide synthase, putative, F	U5 snRNP component, putative, F	Ion channel, F

Up = up-regulated genes, down = down-regulated genes, A = algal sequence, F = fungal sequence.

The W15m sample group had only one gene in common with the other comparison groups; the nuclear pore complex subunit Nup192 in up-regulated W15m vs. Dry comparison. However, four of the five top annotated up-regulated DE genes and all top five annotated down-regulated DE genes were the same in W15m vs. Wet and W15m vs. Dry comparisons.

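Nup192 (c1796) was well above background on 1 of the 3 Dry arrays (3.88 ± 0.74) and on all other arrays. Its level was 12.37 ± 0.13 in W15m, a log2 fold change against Dry of 8.49 (SE 0.275, FDR = 2.36e-14). The second probe of the transcript was measured on all arrays and rose by 5.15 in W15m vs. Dry (SE 0.183, FDR = 1.02e-13). Against Wet, the first probe rose by 2.18 in W15m.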

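The leading annotated up-regulated genes of W15m included the mitochondrial molecular chaperone c7655, with a level of 10.64 ± 0.31 in W15m, at least 112-fold above Dry and at least 166-fold above Wet (FDR = 6.41e-12 and 7.87e-12 from limma). The PaaI thioesterase family protein Cr_WMini_769C03 was at least 54.9-fold above Dry and at least 81.4-fold above Wet. Of the down-regulated genes, the enoyl-acyl-carrier-protein reductase c5429 had 13.98 ± 0.29 in Dry and 13.29 ± 0.24 in W30m, and was at least 1850-fold lower in W15m than in Dry (FDR = 1.29e-17). The eukaryotic translation initiation factor 3 gene c3370 was at least 1580-fold lower in W15m than in Dry by one probe and at least 814-fold lower by the other. For 3 genes the second probe fell much less. The aspartic-type endopeptidase lrc475 went from 15.23 ± 0.12 in Dry to 3.24 ± 0.83 in W15m, where 2 of the 3 arrays were well above background, while its second probe had 15.33 ± 0.35 in W15m. The NEDD8 conjugating enzyme c1546 was at least 1590-fold lower by the first probe and fell by 0.73 on the log2 scale by the second, and the DNA-directed RNA polymerase II subunit c2347 was at least 282-fold lower and fell by 0.64. Under scaling to the spike-in probes, which moved the median of all probes in W15m vs. Dry to 1.188, the second probes of lrc475, c1546 and c2347 had values of 0.74, 0.46 and 0.92.

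**Figure D4:**
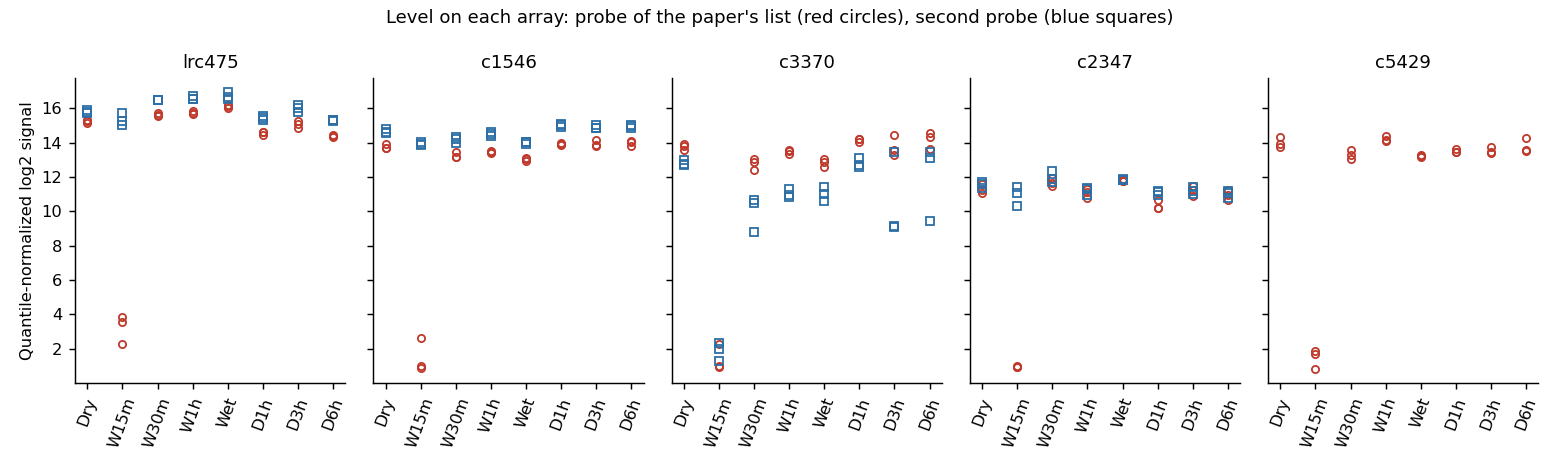
Quantile-normalized log2 signal on each array (y axis) by sample group (x axis) for the 5 genes leading the down-regulated list of W15m vs. Dry. Red circles are the probe in the paper's list and blue squares the second probe of the transcript, where it has one. The second probes of lrc475, c1546 and c2347 stay above 10 in W15m.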

### Hierarchical clustering of the expression values of the annotated transcripts

The expression values of the genes with primary annotations were clustered across all samples to investigate trends in the differential expression of genes across the sample groups. The clustering of the top 20 well-annotated DE genes is shown in Figure 3, for the full clustering heat map see Additional file 19. Similar to the clustering of the individual sample groups (Additional file 1), the W15m samples differ significantly from the other samples in this heat map. 

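The arrays were compared by the Euclidean distance between their log2 values over all probes. W15m had the largest mean distance to the arrays of the other groups, 348.6 ± 6.41, followed by Dry with 329.2 ± 7.02 and D3h with 300.9 ± 10.7. W30m had the smallest, 269.0 ± 6.90. The mean distance between the replicates of W15m was 114.5. The mean distance of W15m was 1.059 times that of the next group, and 0.952 times under scaling to the spike-in probes, which put Dry first. The nearest group to W15m was W30m, at 316.0, and its distance was 386.3 to Dry and 356.1 to Wet.

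**Figure D5:**
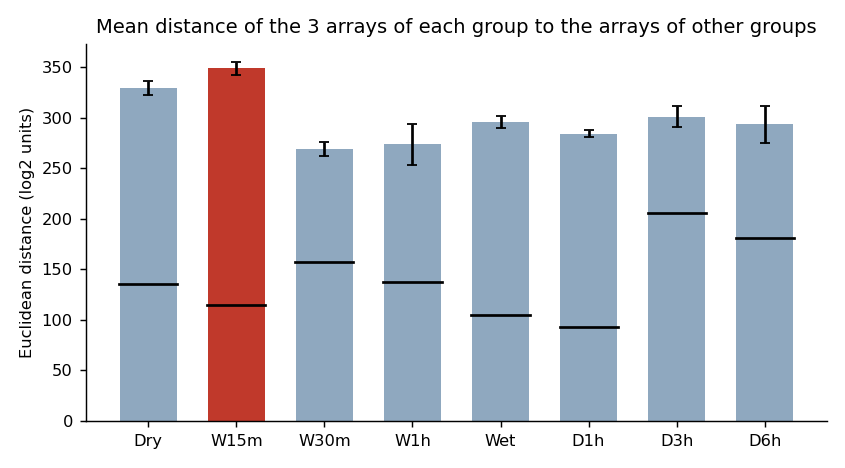
Mean Euclidean distance, in log2 units over all probes, of the 3 arrays of each group to the arrays of the other groups (bars, with the SD over the 3 arrays as error bars). Black lines are the mean distance between the replicates of the same group. W15m, in red, has the tallest bar, 348.6.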

The drying and wetting samples form the two main clusters.

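Average linkage clustering of the 24 arrays on this distance separated the 3 W15m arrays at the first split and the 3 Dry arrays at the second. The third split parted the 9 arrays of Wet, W30m and W1h from the 9 arrays of D1h, D3h and D6h. The next split set D3h replicates 1 and 3 and D6h replicate 1 apart from the other drying arrays.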

**Figure 3:**
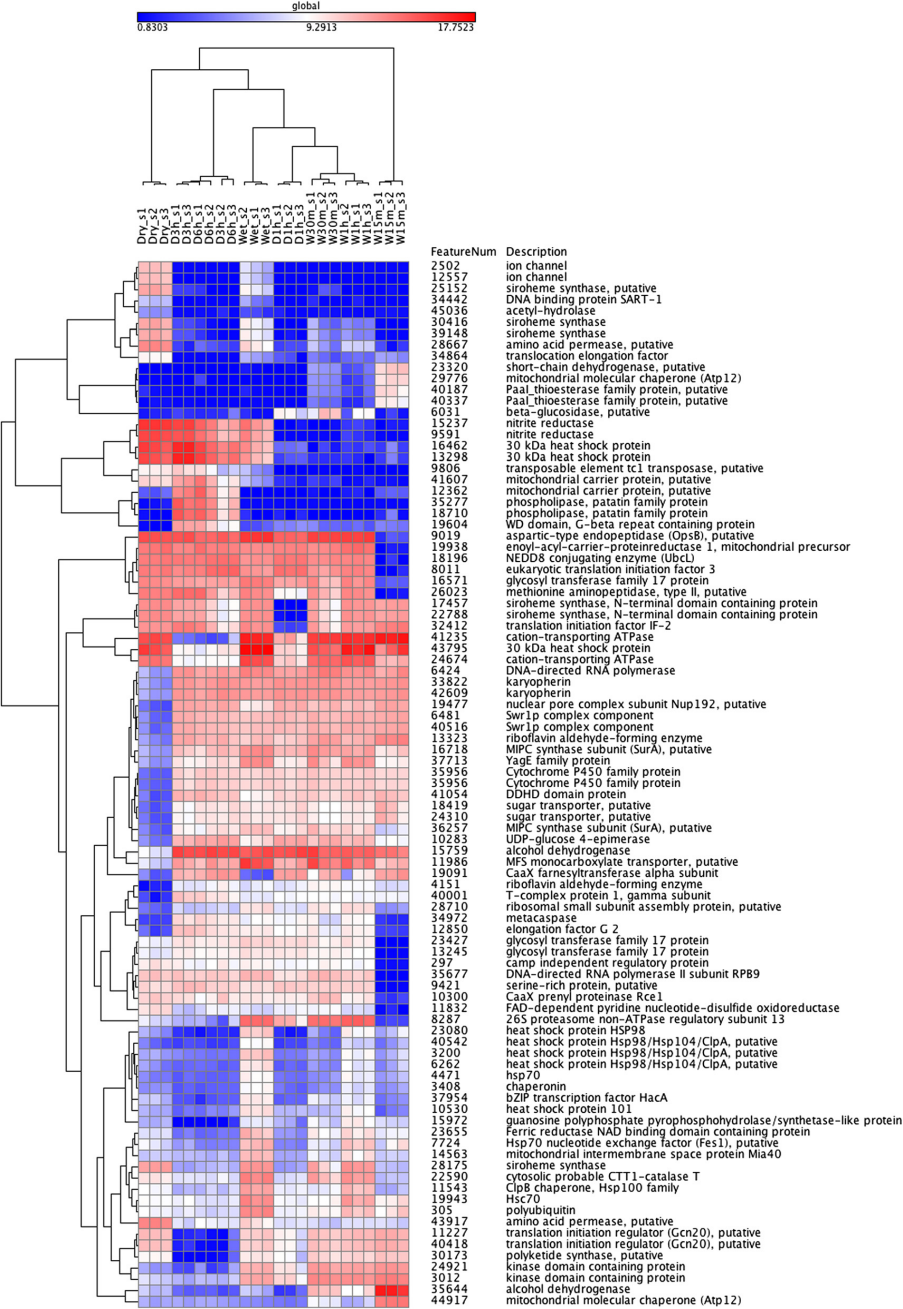
**Hierarchical clustering of the expression values.** Hierarchical clustering of the top 20 well-annotated genes from each comparison. Blue colour represents low expression values, red colour high expression values.

### Functional analysis of the DE gene lists

Functional annotation was performed using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. For the functional analysis, lower threshold values for both fold change (FC > |1.5|) and p-value (p-value < 0.01) were applied in order to include a larger number of transcripts in the input list. 

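With a fold change of 1.5 and an unadjusted p value of 0.01, limma selected between 5739 probes in W1h vs. Wet (14.1% of those tested) and 18021 in W15m vs. Dry (44.2%). It selected 16228 in Wet vs. Dry, 14775 in W30m vs. Dry and 11299 in D3h vs. Dry. In W15m vs. Dry, 9034 were up and 8987 down, and in Wet vs. Dry 7655 were up and 8573 down. These splits followed the scaling, with 32.5% up in W15m vs. Dry under 75th percentile scaling and 93.1% under scaling to the spike-in probes, against 50.1% with quantile normalization.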

With these less stringent thresholds more transcripts were selected and finer changes within GO terms can be observed. The full tables containing the over-represented GO terms for each comparison are presented as Additional file 20. An enrichment analysis of KEGG pathways was also performed, but an insufficient number of genes could be assigned to pathways to enable an interpretable analysis.

## Discussion

Lichens are resilient organisms and can endure desiccation for long periods at a time. Even after a long period of desiccation they can resume photosynthesis rapidly, typically within minutes, upon rehydration. Lichen desiccation tolerance has been studied at the biochemical level [6,7,9], but little is known about the molecular mechanisms behind this interesting phenomenon and ability to survive in harsh environments. We have studied the changes in gene expression of *Cladonia rangiferina* during drying and wetting by designing a custom microarray. The objective of our research was to obtain a better insight into the desiccation tolerance of *C. rangiferina* and identify the genes most differentially expressed during drying and wetting.

The reindeer lichen is a symbiotic organism containing a mycobiont (*C. rangiferina*) and an algal photobiont (*Asterochloris* sp.). The expressed transcripts in the lichen thallus may be derived from either of these genomes. Since we specifically intended to study desiccation- and rehydration-induced gene expression of the whole symbiotic lichen, which has been shown to tolerate desiccation better than either of its isolated partners [3], the microarray design was based on sequences prepared from whole lichen tissue. The genome of origin for these poly-adenylated cDNA-based EST sequences have been classified as fungal or algal sequences on the basis of discriminative models derived using available axenically cultured sequences [13] to obtain an estimate of the ratio of algal and fungal genes in the lichen.

Similarly also the RNA samples, which were hybridized to the microarray, contain RNA molecules from both of the symbionts. Lichens are also known to contain internal bacterial communities [27] and bacterial contamination is a possibility with sample material collected from the wild, but the bacterial RNA molecules possibly present in the samples should not hybridize to lichen based microarray probes.

Samples were collected at different time points during rehydration and desiccation and the RWC was measured from each time point studied. 24 hours was selected as the final sample time-point because beyond this point no changes in lichen tissue weight were observed. The starting lichen material was dried only in room temperature under normal laboratory conditions and therefore the RWC of the starting material can be higher than measured. The D6h and Dry samples could have obtained moisture from air humidity during the drying process thus explaining why we were able to detect transcriptomic effects in these samples although the RWC values were so low.

The correlation values between the samples show variability, but the within group correlation values are high (Additional file 1) indicating heterogeneous sample groups and homogenous replicates within sample groups. The metabolic processes taking place during wetting and desiccation were hypothesized to be large, systemic changes, which is reflected with the lower between sample correlation values and the high number of differentially expressed transcripts despite the strict filtering thresholds (Table 2).

Within the DE transcript lists (Additional files 3, 4, 5, 6, 7, 8, 9, 10, 11, 12, 13, 14, 15), the percentage of unannotated genes is enriched when compared to the whole data. In many of the comparisons the percentage of unannotated DE transcripts is close to 50% and the highest percentage is 66.3% within the Wet vs. Dry comparison. This enrichment of unannotated transcripts within the strictly filtered lists could suggest that these may be lichen-specific or -adapted genes. It would also seem likely that these lichen-specific transcripts would be differentially expressed especially during the early stages of wetting and drying. 

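The copies of Additional files 3 to 15 analysed here each hold between 2360 and 2576 of the 40753 probes, listed from the strongest evidence down, and hold all DE transcripts that the paper counts for D3h vs. Dry, D6h vs. Dry, W1h vs. Wet and W30m vs. Wet, and part of them for the others. A probe counted as without annotation when the lists give no description for it, so that a match to a hypothetical protein counted as annotation. Among the called probes that are held, the share without annotation ran from 41.4% in W1h vs. Wet to 53.8% in D6h vs. Wet. In Wet vs. Dry, 272 of the 578 held called probes (47.1%) had no annotation. If the 97 that are not held had none either, the share would be 54.7%.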

When using more permissive thresholds for filtering the distribution of unannotated transcripts appears similar to the whole data (results not shown) illustrating that these putative lichen-specific transcripts really are key players in the molecular mechanisms underpinning anhydrobiosis. The most abundantly represented transcripts in the rehydrated *Tortula ruralis*, a desiccation-tolerant bryophyte, also did not have any matches to known sequences [28].

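At a log2 fold change of 5 and an FDR of 0.001, limma called 664 probes between W15m and W30m, of which 116 were higher and 548 lower in W15m. It called 780 between W15m and W1h, 812 between W15m and D1h, 774 between W15m and D3h and 826 between W15m and D6h. None was called between W1h and W30m, where 4971 probes had an FDR of at most 0.05 and 11193 an unadjusted p value below 0.05.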

Our results suggest that the molecular responses happening in the beginning of rehydration are different from the later stages of wetting and also from drying. This can be seen at the level of the whole data (Additional file 1), as the difference of the expression profile of the top DE genes in W15m sample (Figure 3) and also as the uniqueness of the top up- and down-regulated genes in the W15m comparisons (Table 3). 

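Among probes whose transcript has a second probe and whose level in all the other groups was at least 9, 135 were in W15m at least 16-fold below the mean of those groups. The same count was 91 for Dry, 25 for D1h and at most 8 for each of the other groups. From the place of W15m among all samples, the expression of the leading genes and the lists of Table 3, the paper proposes that the responses at the beginning of rehydration differ from those of later wetting and of drying.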

The enriched up-regulated GO terms in W15m sample suggest that cellular responses involved in molecule transport and localization (Additional file 20) are active in the early stages of rehydration.

The differential expression of some genes, like short chain dehydrogenase and alcohol dehydrogenase (Table 3), and the enrichment of certain GO terms continues past the initial rehydration. 

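The short-chain dehydrogenase gene c19453 was measured only in the first 3 wetting groups, with 11.11 ± 0.46 in W15m, 5.89 ± 0.34 in W30m and 3.98 ± 0.81 in W1h. It was at least 231-fold above Wet in W15m, at least 6.18-fold in W30m and at least 1.65-fold in W1h. The rise in W1h vs. Wet did not pass an FDR of 0.05 from limma under 2 alternatives. The FDR was 0.149 with all values raised to the lowest well-above-background signal, and 0.165 with normexp. The alcohol dehydrogenase gene Cr_WMidi_9601D04 had 16.64 ± 0.46 in W15m, 11.52 ± 0.27 in W30m, 9.77 ± 0.85 in W1h and 7.00 ± 0.73 in Wet. Its log2 fold change against Wet was 4.52 in W30m (SE 0.483, FDR = 8.14e-06 from limma) and 2.76 in W1h (FDR = 0.00154), the latter below the fold change threshold. With the scan session as a block, it was 2.81 in W30m and 1.06 in W1h, neither with an FDR of 0.05 or less. A second probe of that transcript rose by 4.66 in W15m vs. Wet and by 1.15 in W30m vs. Wet (FDR = 0.126).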

Alcohol dehydrogenases take part in detoxification reactions [29], and therefore their up-regulation could reflect the detoxification of ROS and other harmful metabolites accumulated during desiccation. Alcohol dehydrogenase deficient plants have been shown to be more susceptible to osmotic stress in tomato [30] and *Arabidopsis thaliana*[31], and as alcohol dehydrogenase family proteins function in the polyol synthesis pathway, their activity could contribute towards protection against water deficiency [32]. Transcripts are known to accumulate during drying in desiccation-tolerant plants [33] minimizing the time needed to restart growth upon rehydration. Several GO terms involved in molecule transport are enriched in the W15m sample as well as in the W30m sample, and could potentially reflect this activation of pools of transcripts available in the lichen tissue.

As the rehydration continues, biosynthetic and metabolic processes become more active in *C. rangiferina* as suggested by the enriched GO terms in the W30m sample (Additional file 20). These processes are active also in the W1h sample (Additional file 20) and it would seem logical that processes involved in the synthesis of proteins and other molecules are activated in the rehydrated lichen. However, it seems that these biosynthetic and metabolic processes are less active in the Wet sample than in the W30m and W1h samples. The cellular responses that encompass the entire rehydration process are all related to the binding of nucleic acids.

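HSP98 (c27529) reached its highest level in Wet, 11.11 ± 0.23, with 9.53 ± 0.48 in W1h, 7.46 ± 1.34 in W15m, 6.05 ± 0.81 in Dry and 5.23 ± 1.30 in W30m. Its log2 fold change was 5.05 in Wet vs. Dry (SE 0.609, FDR = 2.82e-06 from limma) and -5.88 in W30m vs. Wet (FDR = 6.11e-06). W1h and Wet differed by -1.58 (FDR = 0.0922, 0.00902 to 0.655 over the alternatives), and the FDR was below 0.05 with normexp, with the slide as a random block and in a fit to the 2 groups alone. The gene was not well above background on any array of D1h, D3h or D6h, and was at least 373-fold lower in D1h than in Wet.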

The up-regulation of the heat shock protein HSP98 (Table 3) and the enrichment of response to stress term (Additional file 20) in the Wet sample indicate that already three hours’ full hydration is a source of stress for *C. rangiferina*. Heat shock proteins are induced in various environmental stress responses [34], and it has previously been found that desiccation-tolerant lichens find 48 hours storage in moist mildly stressful [8]. Desiccation-tolerant lichens are in general more adapted to short bursts of hydration with long intervals of desiccation and therefore long periods of full rehydration may potentially be a stressful situation for them.

When the lichen starts to dry, the gene expression profiles are similar to those observed during rehydration (Figure 3). 

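After 1 hour of drying, the arrays were nearest to D6h, with a mean distance of 225.4, and lay at 319.1 from Wet and 331.1 from Dry. At a log2 fold change of 5 and an FDR of 0.001, 192 probes differed between W30m and D1h (169 higher in W30m) and 320 between W1h and D1h. The same thresholds gave 434 probes between W30m and D3h and 488 between W1h and D6h.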

After three to six hours of dehydration several biosynthetic and metabolic processes are still active in the lichen (Additional file 20), but the expression profile has changed (Figure 3). 

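Between D1h and D3h, 267 probes passed the same thresholds, 196 of them higher in D3h, and between D1h and D6h, 213 did. None passed between D3h and D6h, where limma found 35 probes with an FDR of at most 0.05 and 5544 with an unadjusted p value below 0.05. The mean distance between D3h and D6h arrays was 186.8, less than that between the replicates of D3h (205.4) and more than that between the replicates of D6h (181.2). D3h replicate 2 was most correlated with a D6h array and D6h replicate 1 with a D3h array, so that the comparison of D3h with D6h rests on the labels of these 2 arrays.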

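The gene annotated as U5 snRNP component (c6194) had a level of 7.94 ± 0.10 in D1h, 9.39 ± 0.51 in D3h and 8.94 ± 0.44 in D6h. In the other groups it was well above background only on 1 of the 3 arrays of W30m. It was at least 25.5-fold above Wet in D1h, at least 69.9-fold in D3h and at least 51.2-fold in D6h (FDR = 1.27e-06, 1.08e-07 and 1.69e-07 from limma). The second probe of the transcript gave at least 25.8-fold, 75.1-fold and 55.9-fold.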

The acyl-transferase activities increase during these later stages of dehydration (Additional file 20) and the up-regulation of U5 snRNP component gene was detected during the whole drying process (Table 3). A U5 snRNP-associated protein is up-regulated by cold stress in *Arabidopsis*[35] and smallRNAs as well as ribosome binding proteins are involved in regulating plant responses to abiotic stresses [36,37].

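The ion channel gene c7051 had a level of 11.46 ± 0.14 in Dry and 7.34 ± 0.94 in Wet, and was not well above background on any of the other arrays. Its log2 fold change in Wet vs. Dry was -4.12 (SE 0.269, FDR = 2.15e-09 from limma), and -4.25 for the second probe. The other groups were at least 298-fold (D3h) to at least 477-fold (D1h) lower than Dry.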

According to our results, ion channel is up-regulated in the Dry sample (Table 3). Damage to the plasma membrane may be the main cause of death during desiccation [38], and resurrection plants have been shown to utilize cell wall modification to enhance desiccation tolerance [39]. This observed up-regulation of a transcript coding for an ion channel protein could potentially reflect the protection of cellular integrity that is found integral for desiccation tolerance in plants [37].

Our findings suggest that some genes are involved in both the rehydration and dehydration process. 

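The Swr1p complex component gene (Cr_DMini_673E02) had a level of 4.53 ± 1.03 in Dry, where 1 of the 3 arrays was well above background, and 11.41 ± 0.15 in Wet, a log2 fold change of 6.88 (SE 0.321, FDR = 2.63e-11 from limma). Its values against Dry reached 7.74 in W15m, and none against Wet exceeded 0.86 for either probe. Nup192 rose by 6.31 in Wet vs. Dry (FDR = 1.26e-11), and by 3.44 by its second probe. The cytochrome P450 gene c1745 rose from 4.10 ± 0.40 in Dry, measured on 1 of 3 arrays, by 6.61 in W15m to 7.04 in D6h. The second probe of this transcript was measured on all arrays and its group means ranged over 0.49, with 0.49 in Wet vs. Dry (SE 0.163, FDR = 0.0188).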

Nuclear pore complex subunit Nup192, Swr1p complex component and cytochrome P450 family protein genes are differentially expressed in most drying and wetting samples (Table 3). Nup192 is an evolutionarily conserved nucleoporin with a preferential location at the inner site of the nuclear membrane [40], and nucleoporins have been shown to play critical roles in gene regulation [41]. In plants nucleoporins have been found necessary to survive cold stress [42], and essential for the symbiosis with mycorrhizal fungi [43]. Swr1p is a member of the Swi2/SNF2 family of ATP-dependent chromatin remodelling enzymes [44], and it regulates the deposition of histone at repressed promoters and allows for the rapid activation of transcription in yeast [45]. A gene encoding a SNF2 domain-containing protein was identified as dehydration-upregulated in the resurrection plant *Xerophyta humilis*[32]. Cytochrome P450 proteins on the other hand have been shown to catalyse a wide variety of reactions in plant [46,47] and fungal [48,49] primary and secondary metabolism and the production of secondary metabolites often depends on many species-specific P450s [50]. A cytochrome P450 enzyme transcript has been shown to be significantly accumulated in rapidly dried and subsequently rehydrated *Tortula ruralis*[17].

While we have demonstrated the differential expression of hundreds of genes in the drying and wetting lichen, these changes all occur within hours of profound changes to water content. In field conditions there will likely be finer changes as atmospheric moisture partially rewets the lichen. This study does not address the anhydrobiosis phenomena where tissues can remain viable for months under the dried conditions – this is likely controlled well beyond the 24 hour point to which we characterized the drying process. This study does however provide insight into the molecular activities associated with the beginning dehydration and has identified many apparently novel genes that will be of value in subsequent studies.

## Conclusions

We have studied the changes in gene expression of *Cladonia rangiferina* during rehydration after desiccation and dehydration after full hydration. 

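limma's F test over the 8 groups gave an FDR of at most 0.05 for 33357 of the 40753 probes (81.9%). Among 100 groupings of the 24 arrays into groups of 3, the real one included, the next largest count was 1543.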

Our data suggests that these events affect the expression levels of hundreds of genes at a statistically significant level. The wetting and drying events differ from each other at the molecular level, but the largest changes to gene expression are observed minutes after rehydration. These changes are unique to the early stages of rehydration and are not shared with the later stages of wetting or with drying. 

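The largest measured increase in W15m vs. Dry was that of c13291, from 5.38 ± 0.63 to 15.54 ± 0.27 (log2 fold change 10.16, SE 0.682, FDR = 1.14e-09 from limma). Against Dry, it was up by 5.17 in W30m and 3.42 in W1h. The largest measured decrease was that of c16399, with 18.01 ± 0.12 in Dry and 5.01 ± 1.08 in W15m (-13.00, SE 0.385, FDR = 6.68e-15). Its level in W30m was 17.72 ± 0.26. Dry was sampled at the end of drying, and the starting material before wetting was not among the samples. These levels therefore cannot show whether c16399 was lost and regained during wetting or differed between the thalli of the groups. In Wet vs. Dry, measured changes reached at most 8.44 up.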

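Of the probes called in W15m vs. Dry, 505 (45.5%) were called in no other comparison with Dry, and of those called in W15m vs. Wet, 472 (50.9%) in no other comparison with Wet. The corresponding share was 30.8% in D1h vs. Wet, 29.7% in Wet vs. Dry, 23.5% in D1h vs. Dry and 21.8% in W30m vs. Wet. In the remaining comparisons it lay between 1.3% and 8.8%. These shares are not measured alike. The log2 fold change threshold was 5 for W15m, 4 for D1h and for Wet vs. Dry, and 3 for W30m vs. Wet. A list with a lower threshold can hold probes that the stricter lists leave out. A group that resembles another has few probes of its own, as for D3h and D6h vs. Dry, which shared 93.1% of the shorter list.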

Due to lack of annotation for lichen sequences, most of the differentially expressed transcripts are currently novel showing no sequence similarity to known genes. These candidate lichen-specific genes may contribute to the molecular mechanisms required by the organism to tolerate long periods of desiccation. Several of the identified genes are similar to genes identified in other studies analysing the desiccation mechanisms of desiccation-tolerant organisms. An analysis of the functional annotation of differentially expressed genes was also performed and it gives an illustrative view of the different biological responses displayed in the lichen thallus during rehydration and desiccation. We have presented here the first microarray experiment for any lichen species and have for the first time studied the genetic mechanisms behind lichen desiccation-tolerance at the whole transcriptome level.

## Methods

### Sample preparation and RNA extraction

Lichen was collected from the island of Kuusisto in Kaarina, Finland on 2nd of May, 2009 and after removal of other plant material and small invertebrates stored at -20°C in desiccated state. Rewetting of the lichen material was performed following the overnight thawing of the frozen samples at room temperature. The lichen tissue was rewetted by spraying with tap water, and placing the material on a wet dishcloth under standard laboratory conditions. Samples for the microarray experiment were collected at 15 minutes, 30 minutes, one hour and three hours after rewetting. After three hours of wetting the lichen tissue was left to dry at room temperature on a dry cloth and samples were collected at one, three, six and 24 hours of drying. The RWC of the samples was measured by weighing the samples. Three replicates of each sample were collected.

The lichen tissue samples were placed in liquid nitrogen immediately following collection and the tissue was finely ground using a mortar and pestle. RNA was extracted with the Spectrum Plant kit (Sigma Aldrich, Germany) according to the manufacturer’s instructions. The concentration and quality of the isolated nucleic acids was measured using the NanoDrop ND-1000 (NanoDrop, USA) and RNAs were stored at -80°C.

The culturing of the axenically grown symbiotic partners and the generation of EST sequences from both fungal and algal partners was performed as previously described [13].

### Microarray design

Our lichen custom microarray was manufactured according to the Agilent 4x44K array format and oligonucleotide probes were designed and optimised using the manufacturer’s eArray tool ( https://earray.chem.agilent.com/earray/). Previously published Roche GS FLX deep sequencing reads and EST sequences obtained by traditional Sanger sequencing [13] were used as substrate for the array design process. The Roche GS FLX reads were assembled with MIRA2 [51] and the Sanger sequences base called using phred [52] and compared against a modified NCBI UniVec database using cross_match to identify vector and polylinker sequence substrings. These lichen transcriptome sequences were split into two groups according to the nucleotide length of the sequence, sequence contigs of less than 450 nt in length were classified as short sequences while sequences longer than or equal to 450 nt in length were classified as long. For the 20,779 short contigs a single 60 nt probe per target sequence was designed while for the 10,676 long sequences two 60 nt probes per target sequence were designed. This resulted in 20,663 probes for the short sequences and 20,071 probes for the long sequences. In addition a replicate probe group of 19 probes was created as recommended by Agilent. These probes were each replicated ten times on the array. Agilent control probes were additionally included into the array design.

### Microarray hybridization

Prior to microarray analysis, the quality of the starting total RNA was validated using 2100 Bioanalyzer (Agilent, USA) capillary electrophoresis instrument. All of the samples had a RNA Integrity Number (RIN) [53] value above 9. The RNA sample labelling and hybridization was performed using the manufacturer’s One-Color Microarray-Based Gene Expression Analysis protocol (Agilent, USA, Version 5.7).

600 ng of total RNA was amplified and labelled with Cy3 using the Quick Amp Labeling kit (Agilent USA). The samples were processed with an exogenous control sample provided through an RNA Spike-in kit (Agilent, USA). 1.65 μg of Cy3-labelled sample was hybridized to the 4x44K custom array in 65°C overnight using the provided Gene Expression Hybridization kit. The arrays were washed using the Gene Expression Wash Pack and Stabilization and Drying solutions also provided in the custom DNA microarray gene expression profiling kit.

The DNA microarrays were scanned using an Agilent Technologies’ Scanner model G2565CA. The expression data was derived from the image files using Agilent’s Feature Extraction software, version 10.5.1.1, using grid 024161_D_F_20090605, protocol GE1_105_Dec08 and QC metric set GE1_QCMT_Dec08. These microarray data have been deposited in NCBI’s Gene Expression Omnibus [54] and are accessible through GEO Series accession number GSE47624 ( http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47624).

### Quantitative real-time RT-PCR validations

Eleven transcripts were selected for qRT-PCR validation. The primers were designed using Roche’s Universal Probe Library with the Probe Finder software version 2.45 ( http://qpcr.probefinder.com/organism.jsp). An optimal real-time PCR assay was successfully designed for all of the selected transcripts and the primers were manufactured by Oligomer Ltd (Helsinki, Finland). The primer sequences are provided as Additional file 21.

1 μg of RNA was reverse transcribed into cDNA using Dynazyme reverse transcriptase (Finnzymes, Finland). qRT-PCR reactions were performed for each sample in four replicates using KAPA qPCR Master Mix (Kapa Biosystems, USA) with the following amplification protocol: 10 minutes at 95°C, 40 cycles of 15 s at 95°C and 1 min at 60°C, 10 s at 8°C. The transcript identified as *cr_lrc491* was used as an endogenous control and fold change values compared to the Dry sample were calculated using the RQ Manager v.1.2 software (Life Technologies, USA).

### Data analysis

The oligonucleotide probe identifiers and signal intensities from the scanned microarray image files were determined using software running on the microarray scanner (Feature Extraction, v 10.5.1.1, Agilent). These raw data were analysed using R and Bioconductor [55,56]. The data were quantile normalized to reduce technical noise using Limma package [57]. Each time point during dehydration and rehydration was compared to both the Wet and Dry sample to identify the differentially expressed genes in each of these comparisons. The Limma package, which applies linear modelling with a modified t-test, was used for the statistical testing and the thresholds for the up- and down-regulated genes were chosen individually for each comparison (Table 2, Additional files 17 and 18).

Eclat classification of the lichen EST sequences used for the microarray probe design was performed as previously described [13]. BLASTX [58] was used to compare the lichen sequences to a non-redundant (nr) protein sequence database from the NCBI GenBank database [59] using an arbitrary cut-off of 1e-3.

The Blast2GO [60] tool was used to analyse the BLASTX sequence results. This analysis was used to assign candidate GO [61] and enzyme code (EC) [62] annotations, to perform Interpro scans [63] and to identify candidate protein sequence domains and to map sequences onto KEGG pathways. Each sample group comparison was tested for enrichment of GO terms using the Fisher’s Exact Test method as implemented in Blast2GO. A fold-change threshold of > |1.5| and a p-value threshold of 0.01 was assigned for determination of sensitivity for the Fisher’s Exact Test. A non-two-tailed test with p-value threshold of 0.05 was used to distinguish the over-represented GO terms in each sample group comparison.

The clustering of the transcript expression values and the plotting of their heat maps was performed using the GENE-E tool ( http://www.broadinstitute.org/cancer/software/GENE-E/index.html). Euclidean clustering was selected for the clustering method and average linkage as the linkage method. Logarithmic expression values were used in the input data.

### Availability of supporting data

The data set supporting the results of this article is available in the Gene Expression Omnibus repository, GEO Series accession number GSE47624, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47624.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SJ performed the lab experiments and most of the data analyses and drafted the manuscript. AL wrote the R code for the data analysis. SR performed the assembly of the deep sequencing reads. AG helped with the data analysis. All authors participated in the design of the experiments and read and approved the final manuscript.

## Supplementary Material

Additional file 1 Figures used in assessment of data quality in compressed format. Click here for file

Additional file 2 qRT-PCR results. Click here for file

Additional file 3 The full DE transcript list for comparison D1h vs. Dry. Click here for file

Additional file 4 The full DE transcript list for comparison D1h vs. Wet. Click here for file

Additional file 5 The full DE transcript list for comparison D3h vs. Dry. Click here for file

Additional file 6 The full DE transcript list for comparison D3h vs. Wet. Click here for file

Additional file 7 The full DE transcript list for comparison D6h vs. Dry. Click here for file

Additional file 8 The full DE transcript list for comparison D6h vs. Wet. Click here for file

Additional file 9 The full DE transcript list for comparison W15m vs. Dry. Click here for file

Additional file 10 The full DE transcript list for comparison W15m vs. Wet. Click here for file

Additional file 11 The full DE transcript list for comparison W30m vs. Dry. Click here for file

Additional file 12 The full DE transcript list for comparison W30m vs. Wet. Click here for file

Additional file 13 The full DE transcript list for comparison W1h vs. Dry. Click here for file

Additional file 14 The full DE transcript list for comparison W1h vs. Wet. Click here for file

Additional file 15 The full DE transcript list for comparison Wet vs. Dry. Click here for file

Additional file 16 Volcano plots for each comparison in compressed format. Click here for file

Additional file 17 Heat maps for each comparison in compressed format. Click here for file

Additional file 18 The amount common differentially expressed transcripts in the comparisons. Click here for file

Additional file 19 Clustering heat map of the DE genes. Click here for file

Additional file 20 GO term enrichment files in compressed format. Click here for file

Additional file 21 qRT-PCR primer sequences. Click here for file

# Supplementary material for: Whole transcriptome characterization of the effects of dehydration and rehydration on Cladonia rangiferina, the grey reindeer lichen
**Source:** BMC Genomics. 2013 Dec 10;14:870. doi: 10.1186/1471-2164-14-870
**Supplement:** Additional file 18 — The amount common differentially expressed transcripts in the comparisons.

**The number of common differentially expressed transcripts in the comparisons**

The numbers are given in the form: ‘no1 (no2)’, where no1 gives the total of overlapping differentially expressed array transcriptss between the comparisons, and no2 gives the number of disagreeing DE array transcripts (up or down in first comparison and vice versa in the other).

| Comparison | Wet vs. Dry | W15m vs. Dry | W30 vs. Dry | W1h vs. Dry | W15m vs. Wet | W30m vs. Wet | W1h vs. Wet | D1h vs. Dry | D3h vs. Dry | D6h vs. Dry | D1h vs. Wet | D3h vs. Wet |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| W15m vs. Dry | 233 (10) |  |  |  |  |  |  |  |  |  |  |  |
| W30m vs. Dry | 305 (0) | 329 (5) |  |  |  |  |  |  |  |  |  |  |
| W1h vs. Dry | 400 (0) | 311 (9) | 410 (0) |  |  |  |  |  |  |  |  |  |
| W15m vs. Wet | 165 (158) | 609 (0) | 189 (81) | 181 (128) |  |  |  |  |  |  |  |  |
| W30m vs. Wet | 60 (49) | 200 (4) | 206 (0) | 83 (8) | 235 (3) |  |  |  |  |  |  |  |
| W1h vs. Wet | 16 (2) | 105 (0) | 137 (0) | 88 (0) | 95 (0) | 136 (0) |  |  |  |  |  |  |
| D1h vs. Dry | 293 (16) | 407 (10) | 416 (6) | 377 (13) | 266 (72) | 216 (4) | 124 (0) |  |  |  |  |  |
| D3h vs. Dry | 212 (2) | 325 (7) | 288 (1) | 271 (1) | 203 (55) | 129 (3) | 70 (0) | 423 (3) |  |  |  |  |
| D6h vs. Dry | 215 (2) | 336 (6) | 283 (1) | 270 (1) | 205 (53) | 133 (2) | 71 (0) | 464 (3) | 597 (0) |  |  |  |
| D1h vs.  Wet | 186 (171) | 239 (48) | 200 (42) | 171 (91) | 291 (9) | 325 (1) | 125 (0) | 456 (0) | 218 (14) | 235 (14) |  |  |
| D3h vs.  Wet | 151 (146) | 186 (33) | 130 (56) | 132 (94) | 263 (3) | 197 (3) | 65 (1) | 218 (16) | 330 (0) | 315 (0) | 359 (2) |  |
| D6h vs.  Wet | 140 (135) | 187 (32) | 128 (55) | 125 (90) | 263 (3) | 212 (1) | 65 (1) | 240 (15) | 312 (0) | 329 (0) | 391 (2) | 534 (0) |

# Supplementary material for: Whole transcriptome characterization of the effects of dehydration and rehydration on Cladonia rangiferina, the grey reindeer lichen
**Source:** BMC Genomics. 2013 Dec 10;14:870. doi: 10.1186/1471-2164-14-870
**Supplement:** Additional file 21 — qRT-PCR primer sequences.

| Primer | Sequence |
| --- | --- |
| Cr_lrc491_left | cacattgggactgagacacg |
| Cr_lrc491_right | cgctcattgtccaaaattcc |
| Cr_DMini_2305E01_left | caaccgagacaccacacaat |
| Cr_DMini_2305E01_right | tggaccgtaatcgacatacatc |
| Cr_lrc323_left | gctgccgacagaggatactg |
| Cr_lrc323_right | tcggattgatacttcgtctgg |
| Cr_c10766_left | tggcttcacagagaaggacttt |
| Cr_c10766_right | atcttgcaacccctgtcaaa |
| Cr_c3825_left | tggctatcatatacggaaccttg |
| Cr_c3825_right | tttgctggaagacgataggg |
| Cr_c4168_left | ggcgaggcttgaaagcta |
| Cr_c4168_right | ggtatgctccatatgtgattgc |
| Cr_lrc5_left | ttaggttggcggagaaaagtt |
| Cr_lrc5_right | gaccatcttaaacgaatgacataca |
| Cr_c15269_left | ggaagtataagggttcccagtca |
| Cr_c15269_right | aacccgaatatgctatgacacttag |
| Cr_DMini_673H04_left | ccgagctgtccaagctgt |
| Cr_DMini_673H04_right | aaacgtactgaaattgcgactct |
| Cr_c18326_left | tcgtaatacactctgacggatctc |
| Cr_c18326_right | ctctcgggtggtgttctagg |
| Cr_lrc282_left | accccagcatcaacattctc |
| Cr_lrc282_right | aagggttgttcgttgtttgct |

Supplementary Table 1. Primers used in the qPCR validation.

How the deposited data were processed for this re-analysis (not part of the article)

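Thalli of Cladonia rangiferina were sampled in 8 groups of 3 replicates during wetting (W15m, W30m, W1h and Wet) and during the drying that followed (D1h, D3h, D6h and Dry), and RNA of the whole thallus, which holds a fungus and an alga, was measured on 24 arrays. The mapping of arrays to groups and replicates was taken from the labels given with the data and Table 1 of the paper. According to the paper's methods, the tissue was ground in liquid nitrogen, and total RNA was amplified, labelled with Cy3 and hybridized to custom Agilent arrays, 4 to a slide.

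For each array the authors deposited the output of the scanner software, Feature Extraction 10.5.1.1, in which the processed signal is an intensity on the linear scale from which the background had been subtracted and the spatial trend removed, and in which spots too dim to measure carry a substitute value. The authors also deposited a table of intensity values on the linear scale, 1 value per probe and array, which had been quantile normalized: each array has the same sorted values, in the rank order of its processed signals. The log2 fold changes printed here were computed from the deposited processed signals, and the table was used as an alternative. No other measurement per sample was found in the files.

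Non-control spots (40924 of 42341) were used. The processed signal was taken to the log2 scale and quantile normalized over the 24 arrays, spots marked as outliers by the scanner software were left out (13 to 120 per array), and the spots of each of the 40753 probes were averaged. No filter on dim probes was applied. limma 3.58.1 in R 4.3.3 was used with data.table 1.17.8, and statmod 1.5.0 was used for the random block. A linear model with the 8 groups as its factor was fitted to all 24 arrays, so that all groups share an estimate of the spread for each probe, and variances were moderated by limma's empirical Bayes step. Each comparison is a contrast of 2 groups, with p values adjusted by the Benjamini-Hochberg method over all probes.

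The comparisons, 13 in all, were W15m, W30m, W1h, D1h, D3h and D6h against Dry and against Wet, and Wet against Dry. Called probes passed the thresholds of the paper's Table 2 for that comparison. The longer lists for the functional analysis used a fold change of 1.5 and an unadjusted p value of 0.01, and the F test over the 8 groups an FDR of 0.05. A probe counts as expressed when its group mean is above 1 on the log2 scale in at least 1 group. Correlations between arrays are Pearson's, across probes, and were tested by permuting the group labels. Arrays were clustered by average linkage on the Euclidean distance. Overlaps count probes called in the same direction in 2 lists, and were compared with 20 simulated pairs of unchanged groups for each shared reference. The fold changes against Dry of 8 qRT-PCR assays were compared with the relative quantities in the paper's Additional file 2.

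Genes were chosen for naming by a rule. They are the transcripts of the qRT-PCR assays, by the probe numbers of Additional file 2 and Fig. 2, or all probes of the transcript where none is given; every gene that the text names as up-regulated or down-regulated; the leading annotated genes of Table 3 for W15m vs. Dry; and in W15m vs. Dry and Wet vs. Dry up to 3 called probes in each direction with the largest log2 fold change among those well above background and unsaturated on every array of both groups, with no overlap between the groups. Where a gene has several probes, the one given ranks best in the paper's lists for the first comparison in the order of Table 3 that names it. The rule, the tests, the comparisons and the alternatives were set before the data were examined, except for the alternatives and tests that the text says were chosen after.

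The number of arrays limits the precision of every value. Between 74.68% and 84.25% of the non-control spots were well above background on each array, and no non-control spot was saturated. A probe that was not well above background on any array of a group has no measured level there, and its fold change is given as a lower bound.

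The alternatives were 75th percentile scaling; scaling to 8 of the 10 spike-in probes, those well above background and unsaturated on every array; limma's normexp background correction with an offset of 50, applied to the median signal of each spot because the files hold no mean signal; the authors' normalized table; a floor at each array's lowest signal among probes well above background; a filter for probes well above background on every array of at least 1 group; keeping the marked spots; treating every spot as a feature; averaging the probes of a transcript; the replicate number, the slide or the scan session as a block; a fit to the 2 groups compared alone; other thresholds, correlations and linkage; and leaving out each array in turn. Chosen after seeing the data were Pearson's correlation on the linear scale, and counting expressed transcripts in place of probes with either criterion.

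The pipeline was tested on simulated data in which 200 of 40752 probes were changed between W15m and Dry arrays. Of 100 probes changed by 6 on the log2 scale, 97 passed the thresholds of that comparison, with 0 false calls. Of the probes changed by 2, 85 of 100 had an FDR of at most 0.05, with 3 false calls. The changed probes were bright in Dry, and the simulated errors were normal, without substitute values or outlying replicates. The result thus does not cover calls at background in one group, which were 54.5% of the real calls in W15m vs. Dry.

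The enrichment of Gene Ontology terms was not repeated, because the copies of the annotated lists analysed here hold only the first part of each list. For the same reason, shares of unannotated transcripts are given over the part held, which for 4 of the 13 comparisons is the whole list of DE transcripts, without a test. The prediction of fungal or algal origin was not used here. No array was left out of the results, except where the text says so.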

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

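Pearson's correlation on the linear scale and the counts of expressed transcripts in place of probes were chosen only after the result was seen, and the other settings were not. Counts of probes are taken as moved here when they change by more than 1.5 times, and other values when they change by more than the spread between replicates. Unless a sentence says otherwise, the cause of a change was not tested.

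None of the counts and summary values tried moved with the authors' normalized table (44 results), with marked spots kept (37), with every spot as a feature (35), with Spearman's correlation (7), with complete linkage (3), with only the 7 assays named in the text (2) or, apart from the split of 1 list, with the slide as a random block (27), for which the consensus correlation was -0.166 and 61.3% of the calls of W1h vs. Wet were up (48.8% without it). The replicate number as a block moved no count of 27 either. The replicate numbers were checked for pairing: the residuals of arrays with the same number had correlations between -0.425 and 0.673, with a median of -0.028 over 84 pairs, 13 of them above 0.1, against 0.008 for 168 pairs with different numbers.

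The thresholds set the counts by construction. A log2 fold change of 5 and FDR of 0.001 in all comparisons gave 603 called probes in D1h vs. Wet, 37 in W1h vs. Wet, 184 in W30m vs. Wet and 381 in Wet vs. Dry. An FDR of 0.05 without a fold change gave 21468 in W15m vs. Dry, 19040 in W15m vs. Wet, 17959 in W30m vs. Dry, 8972 in W30m vs. Wet, 19791 in W1h vs. Dry, 5845 in W1h vs. Wet, 19641 in Wet vs. Dry, 20022 in D1h vs. Dry, 18350 in D1h vs. Wet, 13879 in D3h vs. Dry, 19242 in D3h vs. Wet, 16580 in D6h vs. Dry and 20492 in D6h vs. Wet.

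Correlations on the linear scale, a setting chosen after the log2 values were seen, had a lowest value between any arrays of 0.772, a lowest within-group value of 0.922, a lowest group mean of 0.947 and a within-group minus between-group difference of 0.0858. With the filter for probes well above background, the lowest values were 0.8276 between any arrays and 0.9331 within a group, with a difference of 0.0762; here the share of calls followed by the second probe was 90.952%, against 90.046%. The count of expressed transcripts by the well-above-background criterion, chosen after the result was seen, was 26508. The ratio of the W15m distance to that of the next group (1.059) was 1.118 with 1 minus Pearson's correlation as the distance.

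With 75th percentile scaling, the median of all probes against Dry moved by -0.199 (D3h) to -0.499 (W15m), compared with -0.028 to -0.099 with quantile normalization. The distance ratio became 1.089, and no other of the 44 results moved. The split of the calls did: 61.1% were up in W30m vs. Wet (71.6% with quantile normalization) and 37.9% in W1h vs. Wet (48.8%). In the functional lists, 32.5% were up in W15m vs. Dry (50.1%), 32.2% in W15m vs. Wet (52.9%), 29.6% in W30m vs. Dry (46.2%), 23.3% in W30m vs. Wet (47.6%), 31.9% in W1h vs. Dry (47.1%), 24.7% in W1h vs. Wet (50.0%), 33.0% in D1h vs. Dry (47.8%), 35.1% in D1h vs. Wet (51.3%), 36.5% in D3h vs. Dry (49.0%), 27.8% in D6h vs. Dry (45.5%) and 36.0% in D6h vs. Wet (50.0%). A value is called reversed here when its sign changed and its FDR was at most 0.05 before or after. Of 289 log2 fold changes of named genes, 8 reversed under this scaling, and 29 more changed sign without such an FDR. In D1h vs. Dry, short-chain dehydrogenase c19453 (-1.223), at background in both groups, cr_lrc491 probe 1 (-0.608) and cr_DMini_865F04 (-0.492) reversed. So did cr_DMini_673H04 probe 1 (-0.358) and probe 2 (-0.159) in the same comparison. The others were cr_lrc491 probe 1 (-0.476) and cr_DMini_673H04 probe 1 (-0.02) in W1h vs. Dry, and cr_DMini_865F04 (-0.052) in W15m vs. Dry.

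Scaling to the spike-in probes moved the median of all probes by 0.365 (D6h) to 1.322 (D1h) against Dry. Calls rose to 1780 in D1h vs. Dry and 1507 in Wet vs. Dry, and functional lists to 26113 in D1h vs. Dry, 17499 in D3h vs. Dry and 25425 in Wet vs. Dry. The distance ratio of W15m fell to 0.952, and the first split of the clustering set apart the 3 Dry arrays. The qRT-PCR measurements with the same sign and within 2-fold fell to 19 from 37. The share of calls measured in both groups was 36.586% (31.01% before), the share followed by the second probe 92.802%, and the unannotated share of the held lists 46.163% (48.728%). Among called probes, 71.3% were up in W15m vs. Dry (48.1%), 91.3% in W30m vs. Dry (77.2%), 86.2% in W1h vs. Dry (67.2%), 32.4% in W1h vs. Wet (48.8%), 99.9% in Wet vs. Dry (87.4%), 88.1% in D1h vs. Dry (61.5%), 77.1% in D3h vs. Dry (66.8%), 31.9% in D3h vs. Wet (43.6%) and 30.5% in D6h vs. Wet (50.7%). In the functional lists, between 79.6% (D6h) and 97.6% (Wet) were up against Dry. Against Wet, the share fell to 29.1% in W30m, 9.0% in W1h, 19.9% in D3h and 12.0% in D6h. Of the 289 log2 fold changes of named genes, 22 reversed under this scaling, and 24 more changed sign without such an FDR. Most of the values that reversed moved by about as much as the median of all probes. Their change of sign is thus not particular to them. Those of c2347, Cr_WMidi_9601D04, cr_lrc323 and, in Wet, cr_c18326 moved further. The log2 fold changes against Dry that reversed were those of the second probes of aspartic-type endopeptidase lrc475 (0.736), NEDD8 conjugating enzyme c1546 (0.456) and DNA-directed RNA polymerase II subunit c2347 (0.915) in W15m, and of alcohol dehydrogenase Cr_WMidi_9601D04 in Wet (1.388). Of the qRT-PCR transcripts, cr_lrc491 probe 1 reversed in D6h (0.093), W15m (0.869) and W30m (1.082), and its probe 2 in Wet (0.874), D1h (0.748), W30m (0.187) and W1h (0.142). So did cr_c4168 in Wet (0.935), D1h (0.923), W15m (1.101) and W30m (1.001), cr_lrc323 in D1h (1.501), D6h (0.751) and W1h (1.223), cr_DMini_673H04 probe 2 in W30m (0.903), cr_c18326 probe 1 in Wet (0.912) and D3h (0.054), and cr_lrc282 probe 2 in W15m (0.236).

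With normexp background correction, which adds an offset and so shrinks changes of dim probes by construction, calls fell to 350 in W15m vs. Dry, 266 in W15m vs. Wet, 148 in W30m vs. Dry, 200 in W30m vs. Wet, 162 in W1h vs. Dry, 38 in W1h vs. Wet, 189 in Wet vs. Dry (100% up), 357 in D1h vs. Dry, 297 in D1h vs. Wet, 195 in D3h vs. Dry, 150 in D3h vs. Wet, 182 in D6h vs. Dry and 150 in D6h vs. Wet. Functional lists fell to 7251 in D3h vs. Dry, 8535 in D6h vs. Dry, 10835 in W1h vs. Dry, 3332 in W1h vs. Wet, 9553 in W30m vs. Dry and 5015 in W30m vs. Wet. The median overlap of 2 lists was 51.5 probes (208.5 before), 59.203% of calls were measured in both groups, and 35.795% of the held calls were unannotated. The wetting and drying groups parted when the arrays were divided into 5 clusters in place of 4. With the floor, 41.772% of calls were measured in both groups and 45.74% of the held calls were unannotated. The median of all probes moved by -0.216 to -0.355 against Dry. Functional lists had 32.3% up in W30m vs. Dry, 33.2% in D1h vs. Dry and 29.9% in D6h vs. Dry, and short-chain dehydrogenase c19453 reversed in D1h vs. Dry (-1.269). Averaging the probes of a transcript leaves fewer features by construction, and gave 345 calls in W30m vs. Dry, 382 in W1h vs. Dry, 418 in D3h vs. Dry, 429 in D6h vs. Dry, 613 in W15m vs. Wet and 97 in W1h vs. Wet.

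With the scan session as a fixed block, which is estimated from the D1h arrays alone, calls fell to 685 in W15m vs. Dry, 476 in W15m vs. Wet, 284 in W30m vs. Dry, 103 in W30m vs. Wet, 361 in W1h vs. Dry, 102 in W1h vs. Wet, 343 in D3h vs. Dry, 239 in D3h vs. Wet, 333 in D6h vs. Dry and 255 in D6h vs. Wet. The share up fell to 45.6% in W30m vs. Wet (71.6%), 31.0% in D3h vs. Wet (43.6%) and 31.4% in D6h vs. Wet (50.7%). Functional lists fell in the same order to 10252, 7885, 6922, 3011, 7929, 1743, 4597, 8002, 5615 and 8826. The slide as a fixed block could be fitted only for D1h and D3h against Dry and Wet and for Wet vs. Dry, and not for the F test. It gave 382 calls in D1h vs. Dry, 180 in D3h vs. Dry, 207 in D3h vs. Wet and 424 in Wet vs. Dry, with 55.6% up in D3h vs. Dry (66.8%) and 26.6% in D3h vs. Wet (43.6%), and functional lists of 5921, 2724, 7464 and 9973. A fit to the 2 groups compared alone, which has fewer arrays to estimate the spread, gave 238 in W30m vs. Dry, 225 in W30m vs. Wet, 73 in W1h vs. Wet, 289 in D3h vs. Dry, 298 in D3h vs. Wet, 342 in D6h vs. Dry and 397 in D6h vs. Wet, and a functional list of 7044 in D3h vs. Dry. The share up was 59.2% in W30m vs. Dry (77.2%), 58.2% in W30m vs. Wet (71.6%), 12.3% in W1h vs. Wet (48.8%), 46.4% in D3h vs. Dry (66.8%) and 31.5% in D3h vs. Wet (43.6%).

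Leaving out 1 array at a time moved few results. W30m vs. Wet had between 399 (without W30m replicate 2) and 849 calls (without W30m replicate 1), and W1h vs. Wet between 106 (without W1h replicate 3) and 283 (without W1h replicate 2). The functional list of W1h vs. Wet had between 3730 and 5609 probes, without W1h replicates 1 and 3. The lowest group mean correlation was 0.9515 to 0.9735, without D3h replicates 1 and 2. Wetting and drying groups parted at 4 clusters, or at 6 without W30m replicate 1. The lowest and highest counts stayed between 1009 and 1093 in W15m vs. Dry, 826 and 908 in W15m vs. Wet, 562 and 693 in Wet vs. Dry, and 582 and 850 in D3h vs. Dry, the last without D3h replicate 2.

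Of the 289 log2 fold changes of named genes, 229 kept their direction and their side of an FDR of 0.05 under 75th percentile scaling, 188 under scaling to the spike-in probes (47 more passed it), 275 with normexp, 276 with the floor, 288 with the authors' table, 263 with the slide as a random block (22 more passed it), 242 with the scan session as a block (34 no longer passed it) and 260 in a fit to the 2 groups alone. With the slide as a fixed block, 87 of 110 did. Among single arrays, the lowest share was kept without D3h replicate 2 or D6h replicate 3 (32 of 38 each). Without D3h replicate 2, an FDR of 0.05 was newly passed by cr_c15269 in D3h vs. Dry (-5.02 from -3.10), cr_c18326 probe 2 in D3h vs. Dry (-1.51 from -0.57) and nitrite reductase lrc818 in D3h vs. Wet (2.67 from 1.42), and no longer passed by cr_c3825 (-1.29 from -2.48) and cr_DMini_2305E01 (0.471 from 0.448) in D3h vs. Dry.

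The signal over background limits the fold changes. In Dry, as few as 74.68% of the spots were well above background, and a probe at background in one group gives only a lower bound.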

Differences from the paper's values

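The linear scale for correlations, the counts of expressed transcripts in place of probes and the transcript c23413 were chosen only after the result was seen.

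For W30m vs. Dry and W30m vs. Wet, the paper's Additional file 18 gives 0 transcripts with opposite directions in the 2 lists, and 1 was found here. It is c23413, which was at background on all Dry arrays and had a level of 9.96 in Wet and 6.56 in W30m. In W30m it was at least 6.63-fold above Dry (FDR = 0.000105 from limma, with the substitute values in Dry) and had a log2 fold change of -3.40 against Wet (FDR = 0.0099). Of the 31 alternatives set before the data were examined, 22 gave the paper's 0: one threshold for all comparisons, 75th percentile scaling, normexp, the authors' normalized table, the floor, and leaving out Dry replicate 2 or 3, Wet replicate 1, 2 or 3, D1h replicate 1, D3h replicate 1 or 3, D6h replicate 2, W15m replicate 1, 2 or 3, W30m replicate 1 or 2, or W1h replicate 1, 2 or 3. The others did not: scaling to the spike-in probes (4), the filter for probes well above background, and leaving out Dry replicate 1, D1h replicate 2 or 3, D3h replicate 2, D6h replicate 1 or 3, or W30m replicate 3 (1 each).

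Counts and shares were taken to differ when one value was more than 1.5 times the other, and signed values when they differed by more than the spread. No other value met this, including several that lie apart. The 13 totals of called probes differed from the paper's by at most 7, the numbers up by at most 6 and down by at most 5, and the numbers in common between 2 lists by at most 6. From the authors' normalized table, all of these counts equalled the paper's. The log2 fold changes of named genes differed by at most 0.351. The correlations lie on the paper's values only on the linear scale, a setting chosen after the values were seen: the lowest between any arrays is 0.772 on the linear scale and 0.876 on the log2 scale, where the paper gives 0.775, and the lowest group mean is 0.947 and 0.965, where it gives 0.943. The paper's count of expressed transcripts is 29076, against 40271 probes here, 35179 probes by the well-above-background criterion, and, in settings chosen after the count was seen, 30448 and 26508 transcripts. The paper's percent of qRT-PCR measurements alike, given in its Results, is higher than the 82.1 with the same sign over 56 measurements here. The paper states neither its rule for similar results nor the number of measurements behind its percent. The percents may thus follow different rules, and whether the paper's value is reproduced cannot be told. The paper's share of unannotated transcripts in Wet vs. Dry is 66.3%, against 47.1% of the part of that list held here, or at most 54.7% if all of the 97 transcripts not held had no annotation. Here only probes without a description were counted, and hypothetical proteins were not. The paper does not state beside its share whether it counted them, so the 2 shares may follow different rules. In the held parts the highest share was 53.8%, in D6h vs. Wet, whereas the paper places the highest in Wet vs. Dry.

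The paper describes cr_lrc5 and cr_c3825 as steady across the samples, whereas group means of cr_lrc5 ranged over 3.07 on the log2 scale. Those of the second probe of cr_c3825, measured on all arrays, ranged over 9.64. The range of its assayed probe, 13.25, rests on D1h, where only 1 of the 3 arrays was well above background. The paper describes cr_lrc323 as differing between samples, and its group means ranged over 0.55. Of the probes well above background on all arrays, 10% ranged over less than 0.78. Scaling to the spike-in probes gave cr_lrc323 an FDR below 0.05 against Dry in all 7 groups. It describes the signal of cr_c18326 as low in all samples, and its 2 probes reached 9.71 and 10.09 in W15m.

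The paper describes the changes of W15m as unshared with later wetting or with drying. Of the 1109 probes called in W15m vs. Dry, 505 were called in no other comparison with Dry, and of the 928 called in W15m vs. Wet, 472 in no other comparison with Wet. The paper describes the expression profile at the start of drying as similar to that during rehydration, from the leading genes in its Figure 3. Over all probes, the group nearest to D1h was D6h, at a mean distance of 225.4, and D1h clustered with D3h and D6h. The counts of called probes go partly with the paper. At thresholds common to these pairs, 192 probes differed between D1h and W30m, fewer than between D1h and D6h (213) or D3h (267). Between D1h and W1h, 320 probes differed, more than for either drying group.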

Other observations

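The tests of thalli of different genotype or state, of exchanged labels, of the probes at background in W15m, of the substitute values over all calls, of the session term as the source of the fold changes, and of a shift common to a session were chosen only after the result was seen, and the other tests were not.

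Other divisions of the 6 arrays of each comparison into 3 and 3 were counted. In each of the 13 comparisons, the real division alone, 1 of 10, gave as many calls, and the next largest count was 0, or 33 in W1h vs. Wet. With 10 divisions the share cannot fall below 0.1, so chance cannot be excluded by this count for any of W15m, W30m, W1h, D1h, D3h or D6h against Dry or Wet, or for Wet against Dry. Groups simulated without any change gave at most 19 calls, a comparison made after the counts were seen. The real counts were 160 in W1h vs. Wet and between 560 and 1109 in the others. This argues against noise between unchanged groups as the source of most calls. For the F test over the 8 groups, the real grouping was the only 1 of 100 with as many probes, and the next count was 1543, so chance is excluded.

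Many called probes were at background in one of the groups: in W15m vs. Dry, 604 (54.5%) were not well above background on any array of one group, and in Wet vs. Dry 239 (35.4%). With all values raised to a floor at the lowest well-above-background signal, 6770 of the 9039 calls over the 13 comparisons (74.9%) were still called, which argues against the substitute values of dim spots as the source of most calls. The 2803 calls that were measured on all arrays of both groups are part of these 6770. With normexp, which shrinks changes of dim probes by construction, only 2660 of the 9039 (29.4%) were still called. Of the 4423 calls at background on all arrays of one group, 57.0% were still called with the floor, slightly on the side against the substitute values by the measure set before, but only 15.1% with normexp, which also lost measured calls (56.0% were still called). For the 2519 of the 4423 still called with the floor, the change passed the threshold without the substitute values. For the rest of the 4423, a change past the threshold and an effect of the substitute values cannot be told apart. Only a lower bound of the change is measured for any of them.

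The second probe of the same transcript moved at least 2-fold in the same direction for 90.0% of the calls that have one, against at most 20.26% in random draws of like probes, and for 66.7% of the 1633 whose second probe was not itself called in that direction, which argues against a sequence difference under single probes as the source of most calls. Opposite calls of the 2 probes of a transcript were found in 12 of 2303 pairs (0.52%), from 5 transcripts named after their values were seen: c3103, c4422, c2172, c1800 and c21542. Of the probes of c3103, one was at background in Dry and had a level of 12.90 in W15m, and the other had 11.09 in Dry and was at background in W15m.

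Thalli of different genotype or species in different samples may also switch probes between background and bright signal. Within the groups, 63 probes were bright (log2 of at least 9) on some replicates and at background on the others, against 2677 probes called in any comparison. Of the 63, 54 fell into 3 patterns: 26 bright on W30m replicate 3 alone, 17 on D6h replicates 2 and 3, and 11 on D3h replicate 2 alone. For these probes, a difference in genotype between replicates and a difference in expression cannot be told apart. Sequences of the samples were not used here.

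W15m lay farthest from the other groups. No W15m array was outside the range of the others in median signal, in the share of spots well above background or in spike-in signal (0 arrays), which argues against array brightness or RNA quality of that kind as the cause. In the 75th percentile relative to the spike-in probes, 1 W15m array was outside (W15m from -1.575 to -1.262, the others from -3.374 to -1.373). The time of wetting is the biological explanation that the design gives, and it stays untested against a difference between the thalli of W15m and of the other groups.

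The scan session follows the groups except for D1h. With the session as a fixed block, the 10 comparisons across sessions kept 49.2% of the number of calls (3181 against 6464), which by the measure set before lies slightly on the side of the session as a source. The median standard error rose, for example in W15m vs. Dry, from 0.273 to 0.498, because the term compares 1 D1h array of the second session with 2 of the first. The term exceeded 0.5 times the fold change for 1.08% of the calls, but with 1 array on one side this excludes nothing. A shift common to a session would move all groups of the second alike against both Dry and Wet. Of the 6464 calls, 385 (5.96%) had the same direction and at least 0.5 times their fold change in all 10 comparisons, which argues against such a shift as the source of most calls, though the share was 32.5% in W1h vs. Wet. At a log2 fold change of 5 and an FDR of 0.001, 826 probes differed within the second session between W15m and D6h, and 381 within the first between Wet and Dry. The loss of calls to the larger errors and the loss to the session cannot be told apart.

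D3h replicate 2 and D6h replicate 1 lay closer to the other group than to their own. Exchanging their labels raised the mean within-group correlation by 0.0045 (from 0.9832 to 0.9878), the largest rise of all exchanges of 2 arrays between groups, of which 5 raised it and the next by 3e-04. The labels of these arrays may therefore be exchanged, a hypothesis found and tested on the same data. Thalli in different states among the replicates could give the same pattern. For 169 probes (130 transcripts) with a level above 10 in D1h and at least 5 higher there than in Wet, the median relative to D1h was -5.16, 0.18 and -4.84 on the 3 D3h arrays and -5.14, -0.08 and 0.08 on the 3 D6h arrays. Such a spread was also found within W30m, where the range over the replicates was 2.59 and no exchange raised the correlation, and within W1h (3.86), against 0.16 in D1h and 0.25 in W15m. Both explanations stay open. All values printed use the labels as given.

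In W15m, 47 probes (37 transcripts) were at background on all 3 arrays and bright on all arrays of the other groups, and no other group had such a probe. For 10 transcripts both probes were among the 47. Of the 16 second probes outside the 47, 10 (62.5%) fell at least 2-fold, against at most 9 in 10000 random draws of 16 like probes in W15m vs. Dry (permutation test, p = 1e-04, the smallest these draws can give), which argues against a sequence difference under a single probe as the source of the whole pattern. For the other 6, of which 2 rose at least 2-fold and 4 moved by less, a sequence difference under the probe at background and a change of part of the transcript cannot be told apart. Of the second probes, 13 were well above background on all W15m arrays. By W30m, 36 of the 47 were within 2-fold of the mean of Wet and W1h (4 lower, 7 higher), a rise from W15m of at least 119-fold for each, with a median of 9.36 on the log2 scale. Thalli of another genotype on the W15m arrays may give this pattern, as may a loss and return of these transcripts between 0 and 30 minutes of wetting. The starting material before wetting was not among the samples, so these cannot be told apart.

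The Dry arrays were dimmer than the others relative to the spike-in probes, with the log2 of the 75th percentile minus that of the spike-in probes between -3.374 and -2.681, against -2.471 to -1.262 on the other arrays. The spike-in signal itself was lowest on the Wet arrays, between 11.45 and 11.71, against 11.91 to 12.97 on the others. Whether the amount of RNA labelled or of spike-in added differed was not tested.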
